# Wound healing in Atlantic spiny dogfish sharks

**DOI:** 10.1038/s41598-026-67205-6

**Published:** 2026-09-09

**Authors:** Etty Bachar-Wikström, Anthony Anselmo, Aaron R. Thorner, Inga Sidor, Lisa Abbo, Jakob D. Wikström

**Keywords:** Elasmobranchs, Sharks, Spiny dogfish, Skin, Wound healing, Marine biology, Ecology, Ecology, Ocean sciences, Zoology

## Abstract

Field observations and limited experimental studies indicate that elasmobranchs can repair substantial skin injuries, but the temporal course and cellular composition of wound healing in Atlantic spiny dogfish remain poorly characterized. We conducted an exploratory laboratory study in 20 female Atlantic spiny dogfish (*Squalus acanthias*) using standardized full-thickness skin wounds monitored by serial photography for 35 days, histological analysis at defined post-injury time points, and pooled single-nucleus RNA sequencing of intact and wounded skin. A continuous neoepithelial layer covered all examined wound beds by Day 1, whereas macroscopic wound area decreased progressively over 35 days and dermal denticles remained absent from the repaired surface. Histological examination showed progressive neoepidermal maturation, basement-membrane reformation, collagen deposition, and granulation-tissue organization, indicating that epithelial coverage preceded restoration of normal skin architecture. Single-nucleus RNA sequencing identified epithelial, stromal, vascular, pigment, neural, and immune-cell populations. T and B cells were detected in intact skin, and their relative abundance, together with that of several other leukocyte populations, increased at Day 1 and generally declined by Day 14. Because samples were pooled by time point, these transcriptomic changes are descriptive. These findings characterize rapid early reepithelialization followed by slower tissue remodeling in Atlantic spiny dogfish and provide a foundation for future comparative studies of elasmobranch skin repair.

## Introduction

Hard-to-heal wounds represent a major medical challenge, accounting for a substantial proportion of healthcare expenditure and morbidity^1^. Despite extensive research, relatively few treatments that fundamentally improve tissue regeneration or prevent fibrosis have entered clinical practice. Comparative studies of species with unusual repair capacities can identify biological processes that are difficult to recognize when research is restricted to conventional mammalian models. A prominent example is the axolotl (*Ambystoma mexicanum*), which can regenerate full-thickness skin wounds with restoration of normal tissue architecture and minimal permanent scarring^2,3^. Studies of axolotl wound healing have identified distinctive inflammatory and extracellular-matrix responses, as well as temporal changes in epidermal gene expression, including matrix metalloproteinase-associated responses that may contribute to limiting fibrosis^2,3^. This example **supports** the broader principle that phylogenetically distant vertebrates may reveal conserved or alternative mechanisms of tissue repair, even when they are not direct anatomical models of human skin.

Physiological wound healing typically progresses through three overlapping phases: inflammation, proliferation—including angiogenesis, granulation-tissue formation, and reepithelialization—and remodeling^4^. Broadly corresponding phases have also been described in fishes^5,6^. Key regulatory cell types include platelets or thrombocytes, which initiate inflammatory-cell recruitment and contribute to formation of the provisional extracellular matrix, and macrophages, which modulate the cytokine environment and influence proliferation and wound closure^7^. Neutrophils are recruited rapidly from the circulation and contribute to pathogen clearance and tissue repair^8^, whereas T-cell populations may include both resident and recruited cells that modulate inflammation and support tissue repair^9^. Keratinocytes, fibroblasts, and endothelial cells play central roles in the proliferative phase and restoration of tissue integrity. Rapid reepithelialization may be particularly important in marine species because damaged skin remains continuously exposed to seawater-borne microorganisms and osmotic stress^10^. Although these broad phases are conserved across vertebrates, their timing, cellular composition, inflammatory intensity, extracellular-matrix organization, and final outcomes differ substantially among species. Species-specific characterization is therefore needed before conserved or distinctive mechanisms of repair can be identified.

Sharks and rays experience integumentary injuries throughout their lives as a consequence of mating and conspecific aggression^11,12^, predation^13^, and anthropogenic interactions such as harpooning^14^, entanglement or constriction by marine debris^15,16^, retained fishing gear^17^, tagging, and vessel strikes^18,19^, recently excellently reviewed^20^. Birth-associated umbilical wounds have also been documented in neonatal sharks^18^. In several elasmobranch species, females have substantially thicker skin than males, which has been interpreted as a protective adaptation against mating-associated biting^12,21^. Field observations have documented survival and extensive tissue repair following harpoon injuries^14^, prolonged entanglement^15^, embedded straps^16^, loss of a dorsal fin^22^, and other substantial traumatic injuries in blacktip reef sharks and whale sharks^18,19^. These observations, however, should not be interpreted as evidence that wound healing in sharks is invariably rapid, complete, or uncomplicated. Retained fishing gear may cause tissue necrosis, abscess formation, jaw damage, persistent deformity, morbidity, and death, while pathological studies of elasmobranchs have documented traumatic injury, inflammatory and infectious disease, physiological stress, and emaciation as important contributors to morbidity^23^. Healing rates and outcomes are therefore likely to vary with species, wound type, anatomical location, injury depth, retained foreign material, physiological condition, and environmental factors.

Elasmobranch integument presents a distinctive structural challenge because the skin surface is covered by placoid scales, or dermal denticles, which arise in the dermis and project through the epidermis^24,25^. In experimental skin wounds in nurse and leopard sharks, wound contraction and reepithelialization preceded restoration of the denticulate surface, with extensive replacement of dermal denticles requiring approximately four months^26^. Histological examination of naturally occurring wounds in a free-ranging blacktip shark similarly revealed epidermal hyperplasia, granulation tissue, fibrosis, skeletal-muscle injury and regeneration, and an absence of denticles within the healing tissue^27^. Standardized punch-wound studies in yellow stingrays further demonstrate that controlled longitudinal investigation of wound healing is feasible in elasmobranchs^28^. Shark skin is also covered by a relatively thin but molecularly distinctive mucus layer^29^, and studies of blacktip reef sharks have found broadly similar bacterial and fungal communities on wounded and apparently healthy skin^30,31^. Together, frequent exposure to trauma, continuous contact with the aquatic environment, distinctive denticulate integument, and capacity for substantial but variable tissue repair make marine elasmobranchs informative comparative systems for investigating vertebrate wound healing.

Elasmobranchs occupy an important evolutionary position in vertebrate immunology because they represent one of the earliest-diverging extant jawed vertebrate lineages with an adaptive immune system based on somatically rearranged antigen receptors. Sharks exhibit antibody affinity maturation and immunological memory^32^ and produce IgNAR, a heavy-chain-only immunoglobulin that is structurally distinct from conventional vertebrate antibodies^33^. Immunoglobulin isotypes have also been detected in spiny dogfish skin mucus^34^, indicating that adaptive immune components are present at the cutaneous surface and may contribute to barrier defence. However, little is known about the composition and temporal dynamics of lymphocyte populations during elasmobranch wound repair. Characterizing the relative immune-cell composition of intact and wounded skin may therefore provide insight into cellular responses associated with tissue repair in this evolutionarily distinctive vertebrate lineage.

The Atlantic spiny dogfish (*Squalus acanthias*) is a cold-temperate elasmobranch that can be maintained under controlled aquatic conditions and is sufficiently large for standardized full-thickness wounding, serial photography, and collection of tissue for histological and molecular analyses. These characteristics make it experimentally suitable for longitudinal investigation of cutaneous repair. Its skin combines structural features shared with other vertebrates, including type I collagen^35^, with distinctive elasmobranch features such as placoid scales, or dermal denticles^24,25^, and a relatively thin mucus layer whose molecular composition differs from that of teleost fishes^29^. These similarities do not make shark skin a direct anatomical equivalent of mammalian skin, and its distinctive structural features may influence epithelial migration, barrier restoration, inflammation, and restoration of the normal skin surface following injury. Characterizing wound repair directly in this species is therefore necessary before its responses can be meaningfully compared with those of other vertebrates. Accordingly, the primary objective of this exploratory study was to characterize the temporal and cellular course of cutaneous wound healing in Atlantic spiny dogfish following standardized full-thickness skin injury. We combined serial photography, histological analysis, and single-nucleus RNA sequencing to examine macroscopic wound closure, reepithelialization and tissue remodeling, and changes in the relative cellular composition of intact and wounded skin. This characterization provides a foundation for future comparative investigations of conserved and lineage-specific features of vertebrate wound repair.

## Materials and methods

### Animals

Twenty female Atlantic spiny dogfish (*Squalus acanthias*) were obtained in 2022 from commercial hook-and-line fishers in Chatham, Massachusetts, USA. Only female sharks were available, likely because the commercial fishery predominantly targets female schools^36^. The sharks were housed in single-species groups at the Marine Resources Center, Marine Biological Laboratory, Woods Hole, Massachusetts, in a natural-seawater flow-through system maintained at 14 °C. Animals were acclimatized for one week before the experimental procedures and were fed three times per week with food-grade frozen capelin (Atlantic-Pacific, North Kingstown, RI, USA) and freshly frozen, locally caught squid. All experimental procedures were approved by the Institutional Animal Care and Use Committee of the Marine Biological Laboratory (protocol no. 22-22) and were conducted in accordance with relevant institutional guidelines and regulations.

### Skin sampling

For each biopsy procedure, sharks were gently captured using a net and transferred individually to a covered 90-L procedure tank containing seawater supplemented with the general anesthetic AQUI-S^®^ 20E (eugenol) at a concentration of 37.5 mg/L under INAD no. 11-741. During the initial procedure, each shark was tagged on the dorsal fin with a plastic identification tag (Floy Tag Inc., Seattle, WA, USA). Six full-thickness skin biopsies, 4 mm in diameter, were collected from each shark using a 4-mm punch biopsy instrument (Kai Medical, Solingen, Germany). Biopsies were distributed across the ventral and bilateral dorsolateral skin regions. The excised specimens constituted intact baseline skin samples collected on Day 0, while the resulting 4-mm biopsy defects constituted the experimental wounds. This procedure generated six wounds per shark and 120 wounds in total.

Follow-up sampling was performed on Days 1, 14, and 35 post-injury. At each time point, two wounds per shark were excised using a 6-mm punch biopsy instrument centered on the original wound, thereby including the healing wound and adjacent tissue. The resulting 6-mm biopsy sites were closed with absorbable Vicryl sutures (Ethicon Inc.). The sampling protocol therefore generated intact baseline skin samples from Day 0 and healing wound samples from Days 1, 14, and 35. At the end of the study, the sharks were euthanized by prolonged immersion in seawater containing AQUI-S® 20E at 37.5 mg/L.

### Wound assessment by histology

Skin biopsy specimens were fixed in 4% formaldehyde (Fisher Scientific) and processed by routine paraffin embedding and sectioning at the ZooQuatic Laboratory (Durham, NH, USA). Sections were stained with hematoxylin and eosin (H&E) to assess general tissue morphology, Masson’s trichrome (MT) to evaluate collagen deposition and tissue organization, periodic acid–Schiff–Alcian blue (PAS–AB) to visualize mucin-containing cells and the cutaneous mucus layer, and Gram stain to assess bacterial presence and Gram reaction. For each biopsy type and stain, six sections were examined.

Reepithelialization was defined as the presence of a continuous epithelial cell layer covering the wound bed. A blinded quantitative assessment of reepithelialization was initially planned. However, because all examined wounds showed complete epithelial coverage at Day 1, percentage reepithelialization could not distinguish among samples. Reepithelialization and other histological features were therefore assessed qualitatively in a non-blinded manner. No inferential statistical analyses were performed on the histological observations.

### Wound assessment by photography

Each of the six wounds per shark was monitored by serial photography using an iPhone 13 Pro (Apple Inc.). A standard ruler was positioned adjacent to the wounds in each image to provide a spatial scale. Images were analyzed using ImageJ software (National Institutes of Health, Bethesda, MD, USA). For each image, a known distance on the ruler was measured using the Straight Line tool and used to calibrate the spatial scale. The visible wound margin was then traced manually using the Freehand Selections tool, and the enclosed wound area was recorded in mm^2^. Measurements were entered into Microsoft Excel and used to follow changes in macroscopic wound area over time. All six wounds from each shark were followed photographically for up to 35 days.

### Single nucleus RNA sequencing (snRNA-seq)

Nuclei were isolated from fresh-frozen skin biopsy specimens using a protocol adapted from Slyper et al.^37^. Low-retention microcentrifuge tubes (Fisher Scientific, Hampton, NH, USA) were used throughout the procedure to minimize nuclei loss. Tissues were manually dissociated by chopping with fine spring scissors for 10 min in TST solution containing 146 mM NaCl, 10 mM Tris–HCl (pH 7.5), 1 mM CaCl₂, 21 mM MgCl₂, 0.03% Tween-20, and 0.01% BSA, prepared as described by Slyper et al.^37^. The tissue suspension was homogenized, filtered through a 30-µm MACS SmartStrainer (Miltenyi Biotec, Bergisch Gladbach, Germany), and centrifuged at 500 × *g* for 10 min at 4 °C. The resulting nuclei pellet was resuspended in 100 µL of 0.1 × lysis buffer containing 10 mM Tris–HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl₂, 1% BSA, 1 mM DTT, 1 U/µL RNase inhibitor, 0.01% Tween-20, 0.01% NP-40, and 0.001% digitonin and incubated on ice for 2 min, following the 10 × Genomics nuclei-permeabilization protocol (CG000375). The nuclei were then centrifuged again at 500 × *g* for 10 min at 4 °C. The final nuclei pellet was resuspended in 150 µL of 1 × Diluted Nuclei Buffer prepared from 20 × Nuclei Buffer (10 × Genomics, PN-2000207) supplemented with 1 mM DTT and 1 U/µL RNase inhibitor. Nuclei were stained with trypan blue and counted manually using an INCYTO C-Chip Neubauer Improved disposable hemocytometer (VWR International, Radnor, PA, USA). Samples were pooled by time point: eight Day 0 biopsy samples were combined into one pool, and four biopsy samples were combined into one pool at each of Days 1, 14, and 35. The Day 35 pool subsequently failed quality-control criteria and was excluded from downstream analyses. Up to 10,000 nuclei from each pooled sample were loaded into one channel of a Chromium Next GEM Chip K and processed using the Chromium Controller (10 × Genomics, Pleasanton, CA, USA). Barcoded cDNA generation and library construction were performed according to the manufacturer’s instructions using the Chromium Next GEM Single Cell 5′ Reagent Kit v2 (User Guide, Revision E). Libraries were normalized, pooled, and sequenced on an Illumina NovaSeq 6000 using an SP100 flow cell (Illumina, San Diego, CA, USA), with 26 cycles for Read 1, 10 cycles for Index 1, 10 cycles for Index 2, and 90 cycles for Read 2.

### Bioinformatic analysis of snRNA-seq data

Sequencing data were demultiplexed and converted to FASTQ files using the Cell Ranger mkfastq pipeline (10 × Genomics). Reads were aligned to the Atlantic spiny dogfish reference genome assembly GCA_030390025.1 (ASM3039002v1; scaffolds 1–30), and gene–barcode count matrices were generated using the Cell Ranger count pipeline with STAR v2.7.2a.

Ambient RNA background was removed from the raw Cell Ranger gene-expression matrices using CellBender remove-background, which was run for 150 epochs for each pooled sample. 

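The count matrices listed 9115 barcodes for Day 0, 5591 for Day 1, 15466 for Day 14 and 4691 for Day 35, the same numbers as Cell Ranger's estimates in Table 1. Fewer than 200 genes were detected in 108 of the Day 0 barcodes, 57 of Day 1, 6762 of Day 14 and 4266 of Day 35. The filter at 200 genes therefore left 9007, 5534, 8704 and 425 nuclei in the order of the days. Removing the nuclei with the highest doublet scores took away 649, 245, 606 and 1. This left 8358 nuclei for Day 0, 5289 for Day 1 and 8098 for Day 14, and Table 1 gives the paper's numbers after its own background removal and filters as 8261, 4876 and 7938. The median number of genes per kept nucleus was 459 at Day 0, 516 at Day 1 and 314 at Day 14.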

The numbers of nuclei estimated by Cell Ranger before quality-control filtering and retained for downstream analysis are summarized in Table 1. The Day 35 sample did not pass the quality-control criteria and was excluded from downstream analyses.

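In the Day 35 library, 90.9% of the barcodes had fewer than 200 genes, against 1.18% at Day 0, 1.02% at Day 1 and 43.7% at Day 14. A single gene, Tbkbp1 (g16128), whose protein binds the kinase TBK1 in innate immune signalling, took 34.7% of all Day 35 UMIs, and the 20 most abundant genes together took 70.2%. In the other libraries the 20 most abundant genes of each took 8.65% at Day 0, 8.51% at Day 1 and 13.0% at Day 14. The median was 81 genes and 238 UMIs per Day 35 barcode. After the filters 424 nuclei were left, and only the other 3 libraries were clustered.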

**Table 1:** Nuclei counts before and after quality-control filtering. Numbers of nuclei estimated by Cell Ranger before quality-control filtering and retained for downstream analysis for each pooled time-point sample.

Sample/time point	Estimated nuclei before QC (Cell Ranger)	Nuclei after QC, used for analysis
D0	9115	8261
D1	5591	4876
D14	15,466	7938
D35	4691	0*

*The Day 35 sample did not pass the quality-control criteria and was excluded from downstream analyses.

CellBender-filtered count matrices were analyzed using Scanpy, and the analysis workflows were recorded in Jupyter notebooks. Nuclei with fewer than 200 detected genes were excluded, genes detected in fewer than three nuclei were removed, and nuclei in which mitochondrial transcripts accounted for 20% or more of total transcript counts were excluded. Predicted doublets were identified and removed using Scrublet. Uniform Manifold Approximation and Projection was used for dimensionality reduction and visualization of the retained nuclei.

Expression data from the retained samples were integrated using Harmony to reduce sample-specific variation while preserving biological variation. Cell clusters were annotated using the expression of cell-type marker genes together with functional gene-set enrichment analysis.

### Secondary analysis of published zebrafish scRNA-seq data

To provide a comparative vertebrate context for interpreting the cellular composition of Atlantic spiny dogfish skin, cell-type proportions were quantified in a published zebrafish skin scRNA-seq dataset. Metadata were obtained from the dataset published by Jiang et al.^38^, which profiled more than 250,000 cells from 18 zebrafish tissues using Microwell-seq. Per-cell metadata were extracted from the worksheet titled “cell barcode of each cell” in Supplementary Data Sheet 2 and included cell barcodes, cluster identifiers, tissue labels, and assigned cell-type annotations. Cells associated with skin tissue were retained, and the “Annotation” field was used as the assigned cell type. Cell counts were aggregated by annotation using Python v3.10 and the pandas library, and the relative proportion of each cell type was calculated by dividing its count by the total number of retained skin cells. No reclustering or reannotation was performed. This analysis therefore provided a descriptive summary of the cell-type composition reported for zebrafish skin in the original dataset.

## Results and discussion

### Project overview

Figure 1 summarizes the experimental design and analytical workflow used to characterize wound healing in Atlantic spiny dogfish. Wound repair was monitored longitudinally by serial photography and assessed at defined post-injury time points using histological and single-nucleus RNA-sequencing analyses. These complementary approaches were used to examine macroscopic wound closure, tissue-level repair, and changes in the cellular composition of intact and wounded skin.

**Fig. 1:**
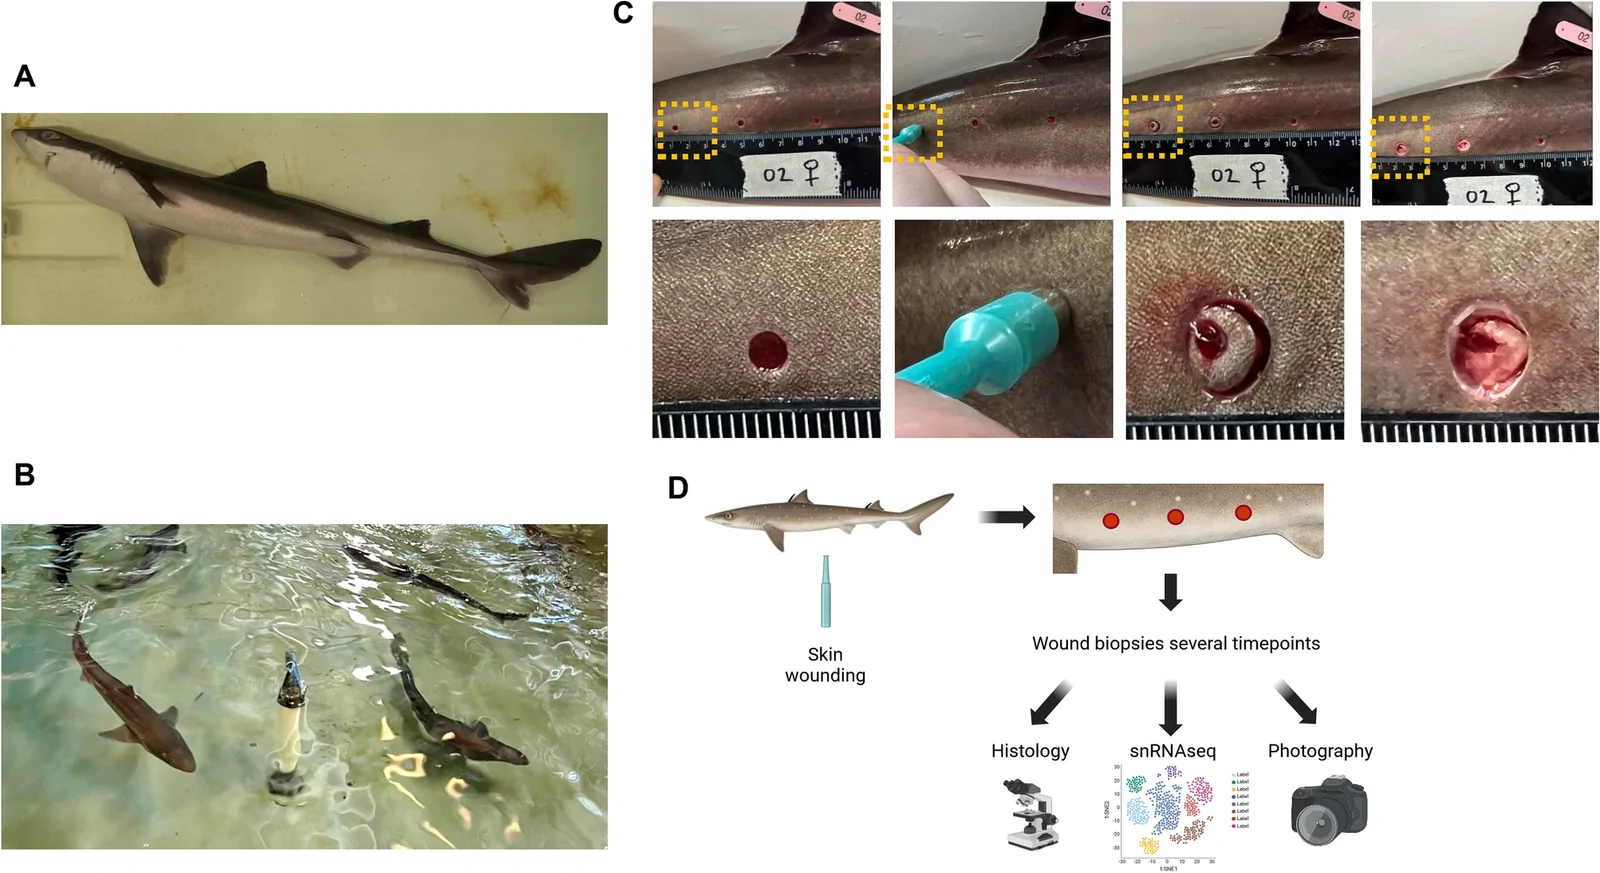
Species studied and project overview. (**A**, **B**) Atlantic spiny dogfish sharks (*Squalus acanthias*), a widespread and abundant shark species, were captured from the wild and housed in saltwater pools. (**C**) Wound harvest technique. At day 0, 4 mm punches were harvested (6 per shark, not shown) followed by two 6 mm punches per time point to harvest the wounds at days 1, 14 and 35 (biopsy at day 1 shown, note that the 4 mm wound is excised with a 6 mm punch tool). Size: 1 mm between lines. (**D**) Wound healing was monitored by serial photography, and biopsy samples from different time points were analyzed by histology and single-nucleus RNA sequencing (snRNA-seq) to study wound healing speed and to characterize cell types. In total 20 animals were used.

### Intact skin histology

Histological examination of intact Atlantic spiny dogfish skin showed an epidermis and underlying dermis covered by backward-pointing dermal denticles (Fig. 2). At higher magnification, epithelial cells, including keratinocytes and melanocytes, were observed between the denticles. PAS–AB staining highlighted a thin mucosal layer along the apical surface of the epidermis and mucin-containing vacuoles distributed throughout the epidermal layer. These findings were consistent with previous descriptions of shark integument^24,25^. Our previous mass-spectrometry analysis further indicated that the mucin layer of Atlantic spiny dogfish differs from that of teleost fishes in both thickness and molecular composition^28^.

**Fig. 2:**
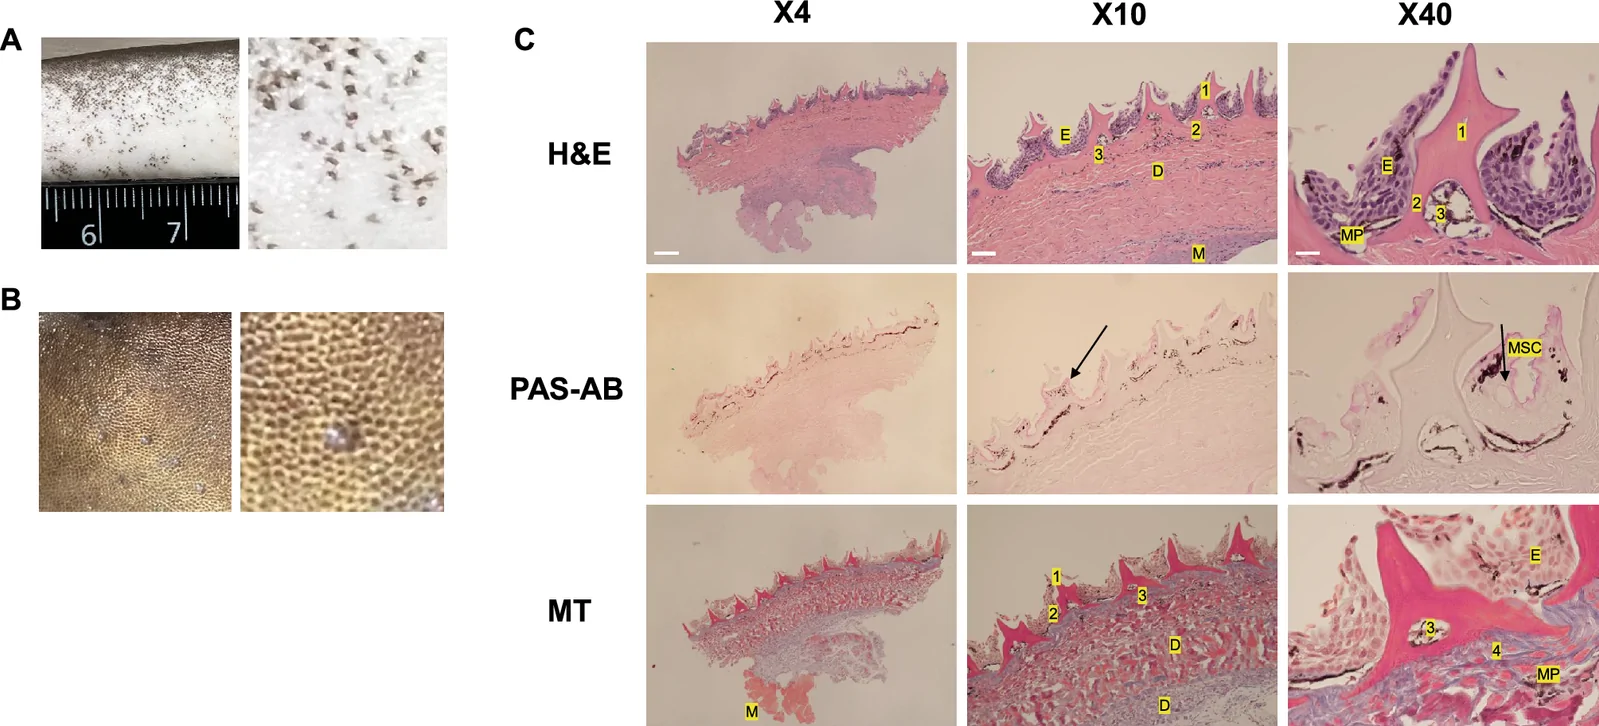
(**A**, **B**) Spiny dogfish skin. (**A**, **B**) Skin photos. The skin of the spiny dogfish ranges in color from grey to white to brown and is covered with scale-like structures known as denticles. (**C**) Histology. Sagittal sections of one biopsy are shown. Hematoxylin–Eosin (H&E) staining shows the different skin layers as indicated: epidermis (E), dermis (D) and denticles (1,2). Masson-Trichrome (MT) staining shows a more refined division of the skin layers and allows to differentiate hard tissues (e.g. denticles) from soft ones. Layers are indicated: epidermis E, dermis (D) muscle (M) melanin pigmentation (MP), mucin secretory cells (MSC), denticles (1,2). Denticles consist of a backward-pointing spine (1), a basal plate covered with enamel (2) and a pulp cavity (3). Blue (4) indicates collagen. PAS–AB staining shows the mucosal layer in magenta-pink at the apical part of the epidermis and both HE and PAS staining shows the location of the mucin vacuoles throughout the epidermis layer. Size bars: 250 μm (4x), 100 μm (10X) and 25 μm (40X).

### Wounded skin histology

Remarkably, just one day post-wounding, a newly formed epithelial layer of migrating keratinocytes was already covering the wound bed of all samples and made measurements of reepithelialization impossible nor needed (Fig. 3A). These epidermal cells migrate along a very thin collagen anchor layer, as seen in MT staining. This early reepithelialization is not discernible in macroscopic photographs (Fig. 4). Reepithelialization was a qualitative assessment defined as when a thin layer of keratinocytes was covering the wound bed. Within the wound bed, numerous ovoid to flattened erythrocytes accumulate, indicating bleeding from the punch biopsy and aligning with the snRNA-seq data (Fig. 5B and Table 3). These erythrocytes exhibit abundant eosinophilic cytoplasm, centrally located oval nuclei, and dense chromatin. They are embedded in fibrin coagula, accompanied by smaller numbers of intact and lysed neutrophils/granulocytes, which display limited eosinophilic cytoplasmic granules and round, segmented eccentric nuclei. Further, PAS staining shows that by day one post-wounding, a mucus layer begins to form at the edge of the developing neoepidermis, with mucus-filled MSCs visible. The basement membrane is distinct on the lateral sides of the wound bed, marked by pigmentation, but remains absent beneath the neoepidermis. No bacteria were observed in the examined sections by Gram staining (Supp Fig. 1A).

**Fig. 3:**
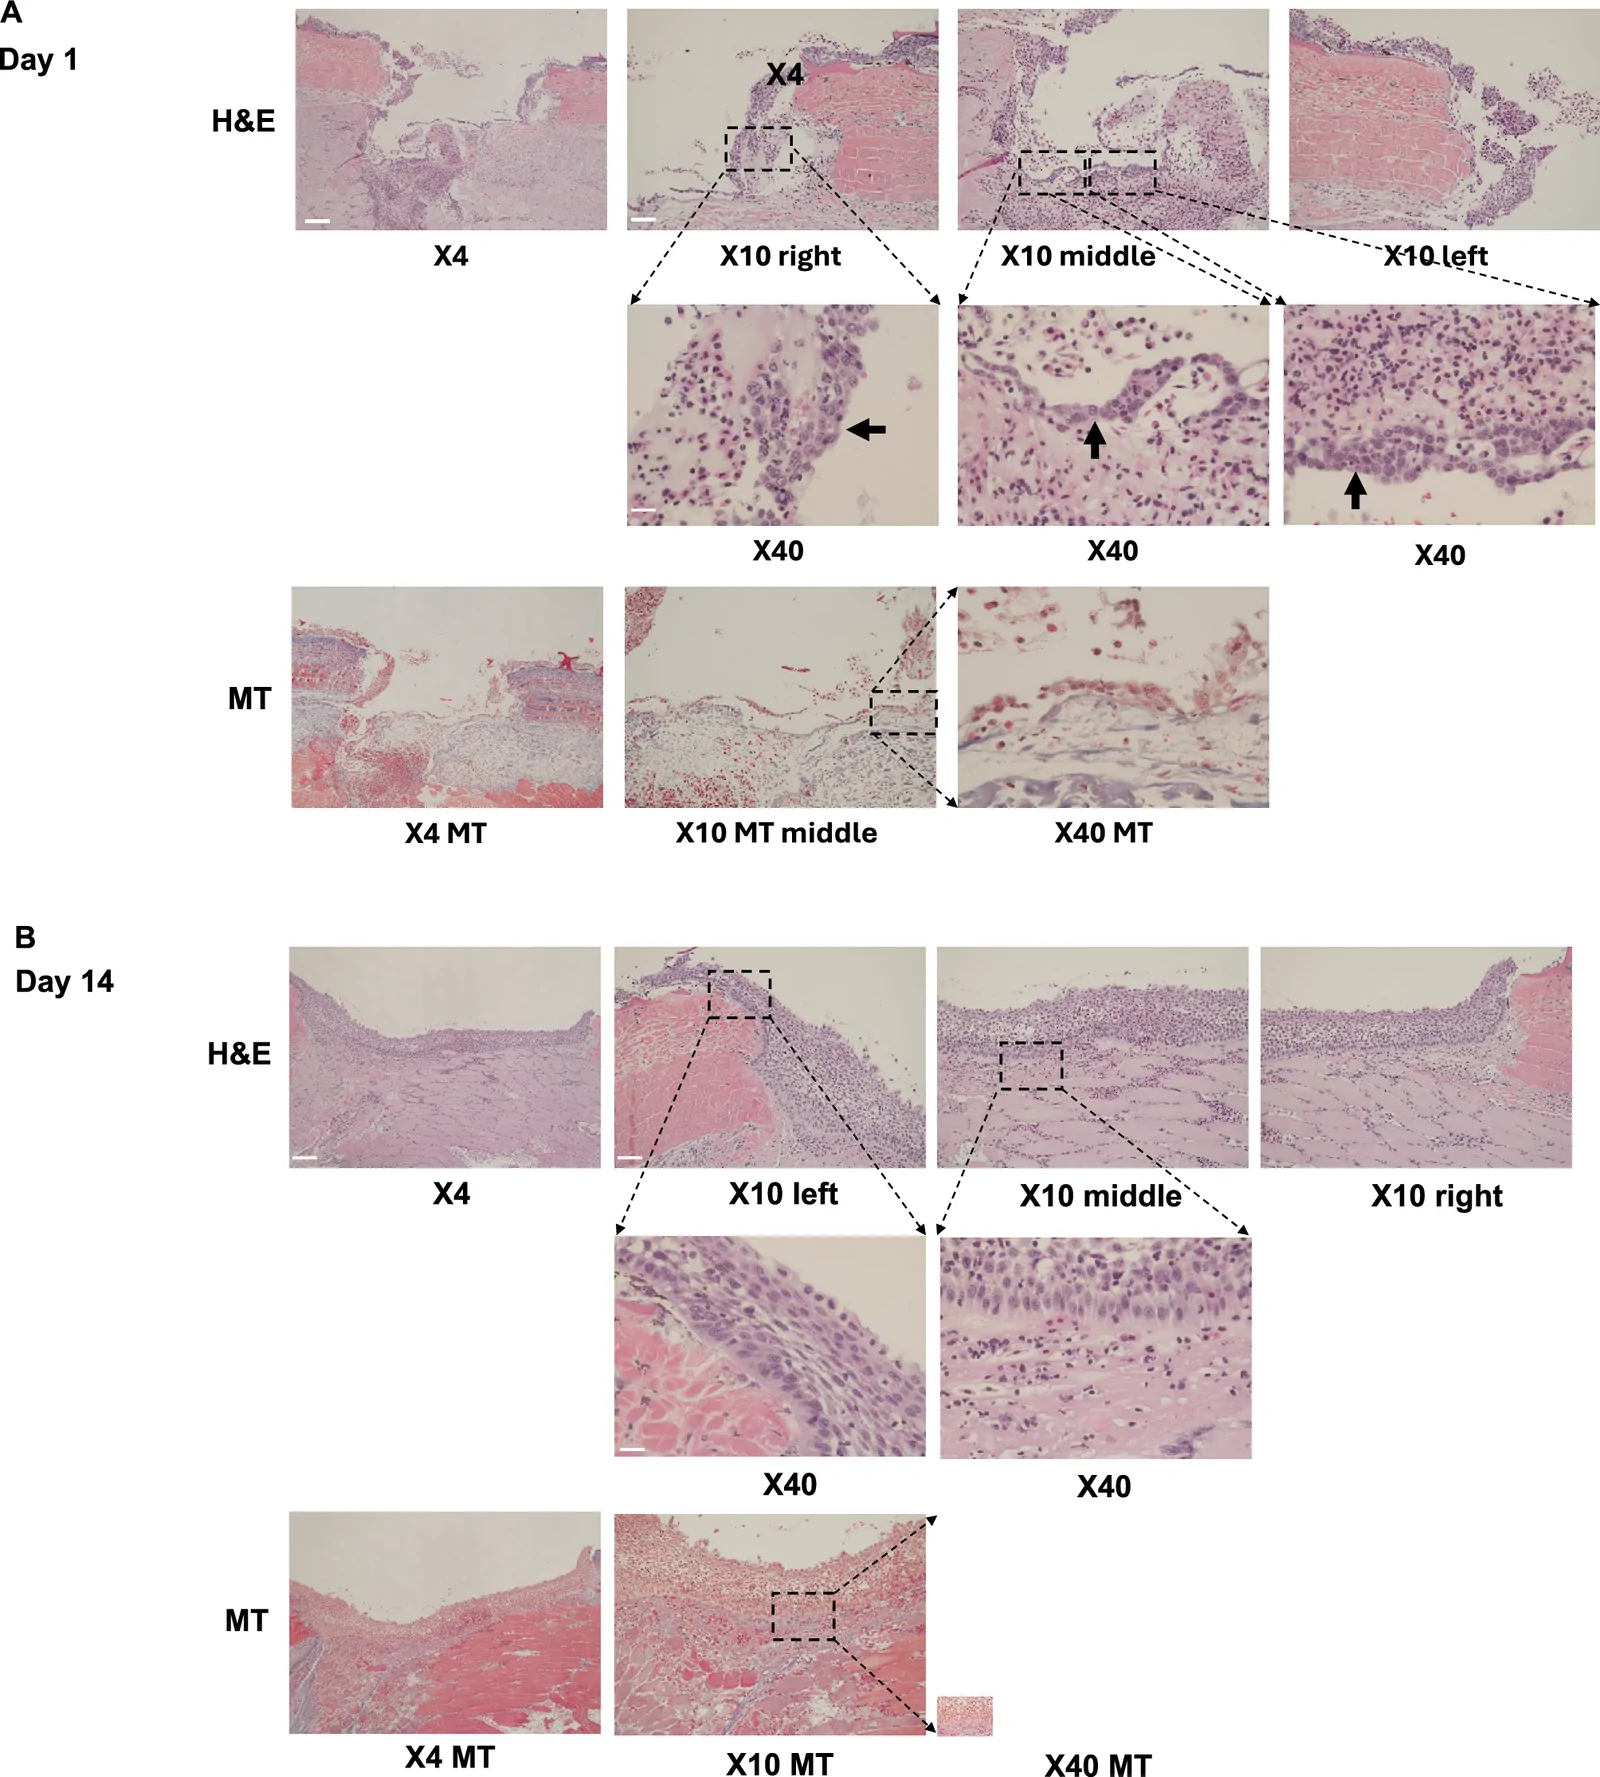

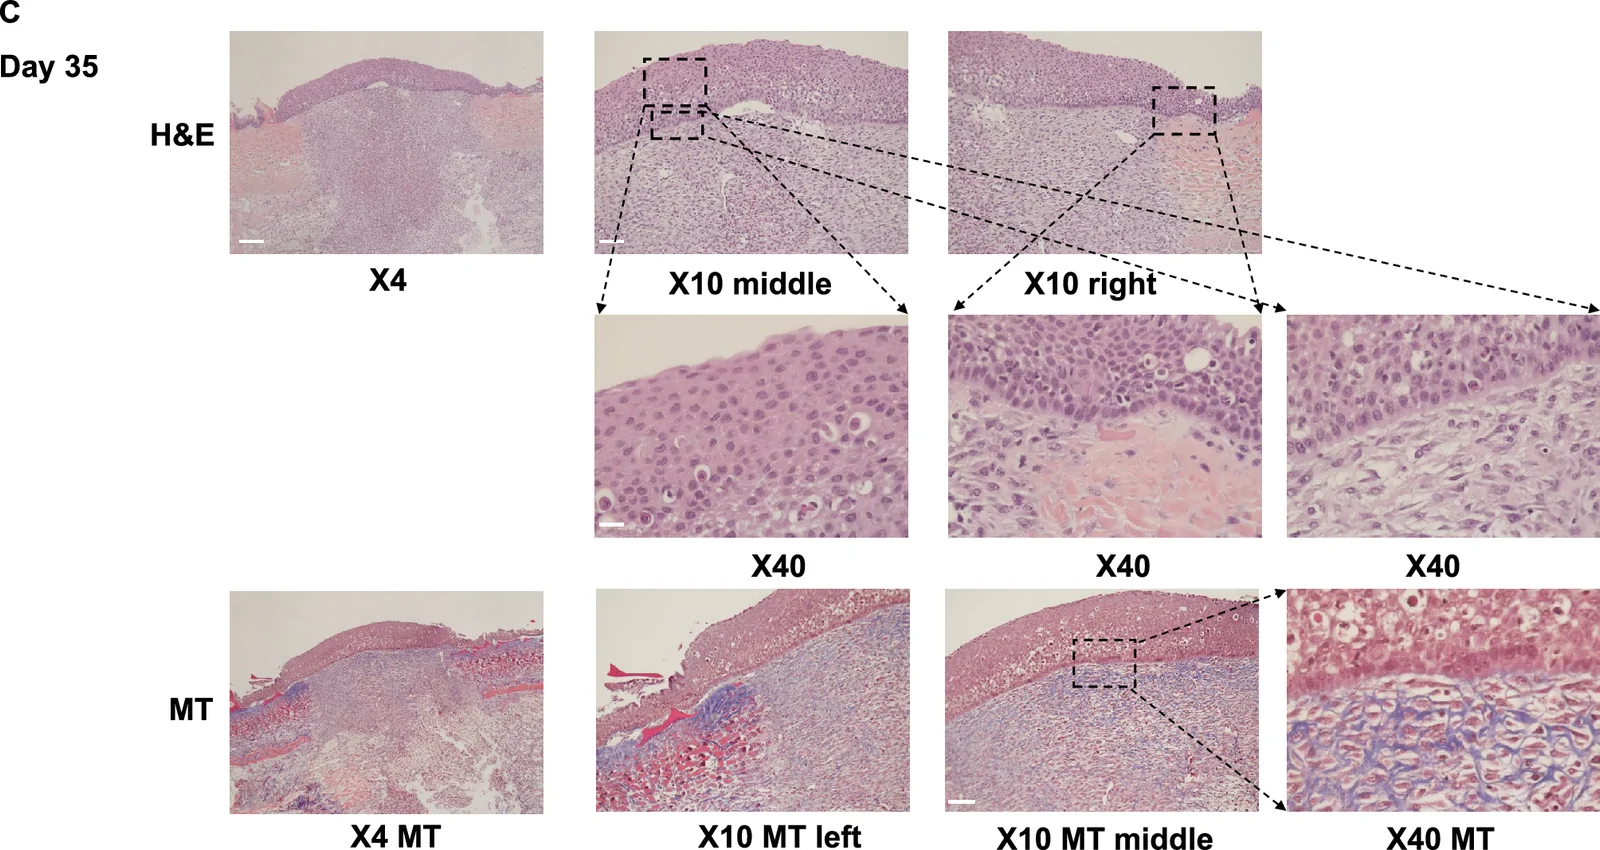
Histological wound healing. Representative images. (**A**) Day 1 after wounding. Wounds are full thickness to the muscle and basal membrane is absent. Note that keratinocytes migrate directly on a thin collagen layer on the muscle before any granulation tissue has developed and has fully reepithelialized the wound by 24 h. Arrows indicate neoepidermis. Erythrocytes and heterophils are present. (**B**) Day 14 after wounding. The scar is covered by a thick stratified epidermis with some leukocytes and intercellular edema still present in the epidermis and dermis. Dermal regeneration has started with visible collagen in the MT staining (blue color) however the wound is still depressed which matches the macroscopic healing process (Fig. 4). (**C**) Day 35 after wounding. The scar is not depressed and is covered by a thick stratified epidermis (hyperplasia). A few apopotic cells (likely involution). Dense bed of well-organized granulation tissue, still a defect in the thick fibers of the compact dermis, but clear collagen deposition in maturing granulation tissue on MT. Prominent exocytosis of heterophils. Note that denticles are still absent. H&E = hematoxylin-eusin, MT = Masson-Trichrome. Size bars: 250 μm (4x), 100 μm (10X)) and 25 μm (40X). N = 40 wounds from 20 fishes in total.

**Fig. 4:**
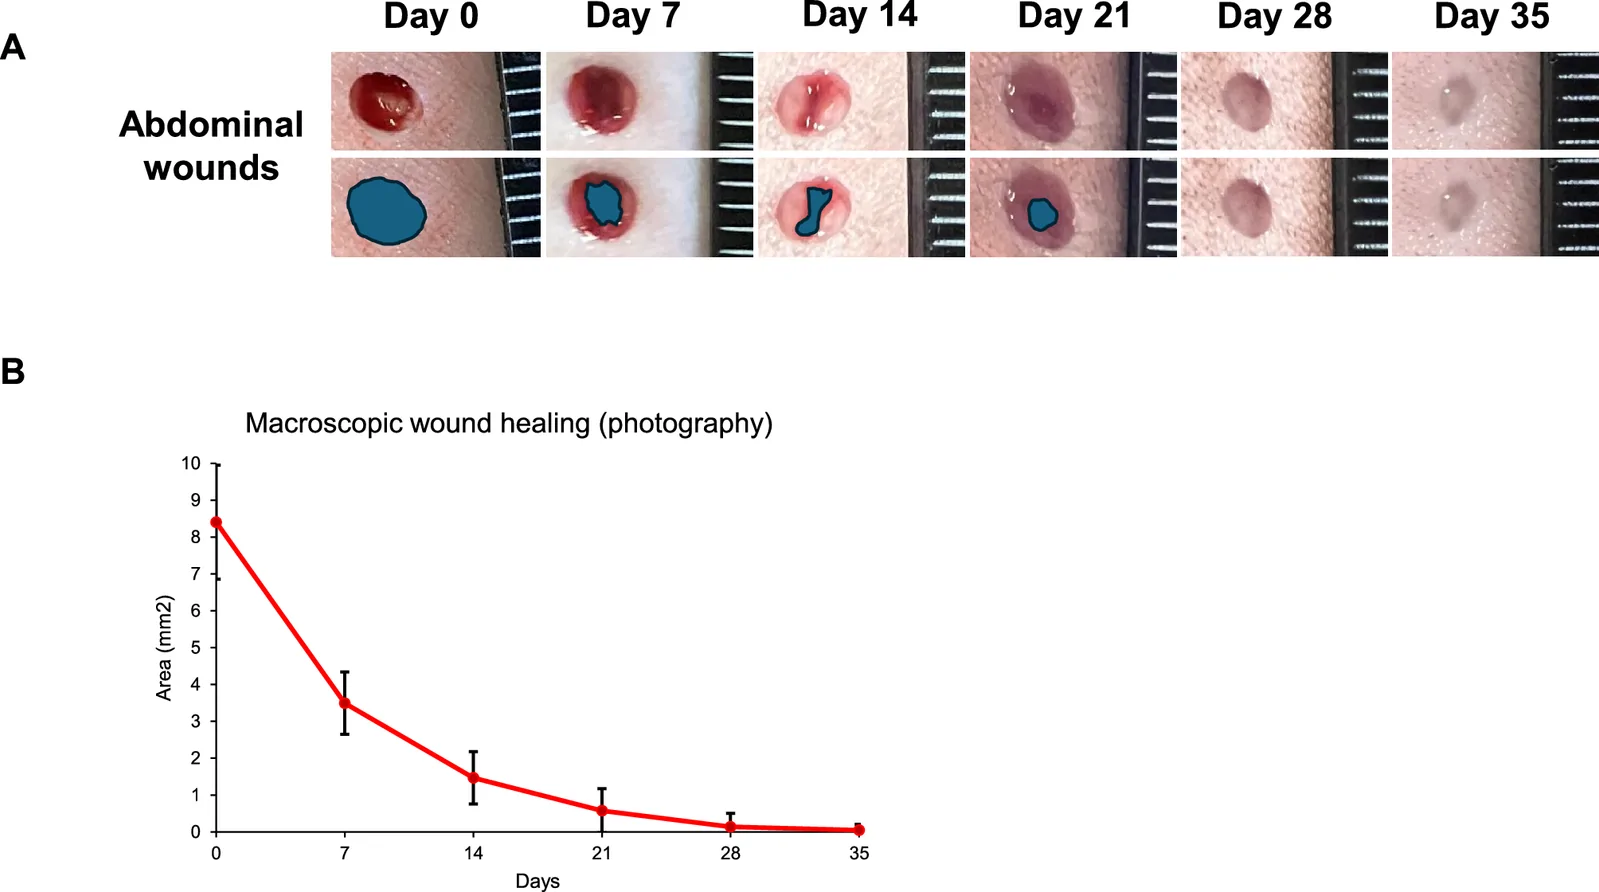
(**A**, **B**) Macroscopic wound healing. Macroscopic healing and skin regeneration as documented by serial photography. (**A**) Wounds are indicated with blue color in the lower row. Note that reepithelialization precedes macroscopic healing as demonstrated histologically in Fig. 3A. By Day 35 denticles are still absent in the scars. Size: 1 mm between lines. (**B**) Quantification of serial photography N = 120 wounds at start from a total of 20 fishes (Day 0 = 120, Day 7 = 80, Day 14 = 80, Day 21 = 40, Day 28 = 40, Day 35 = 40). Each wound was imaged at the indicated time points. Error bars indicate standard deviation. No comparative statistical analysis were performed.

**Fig. 5:**
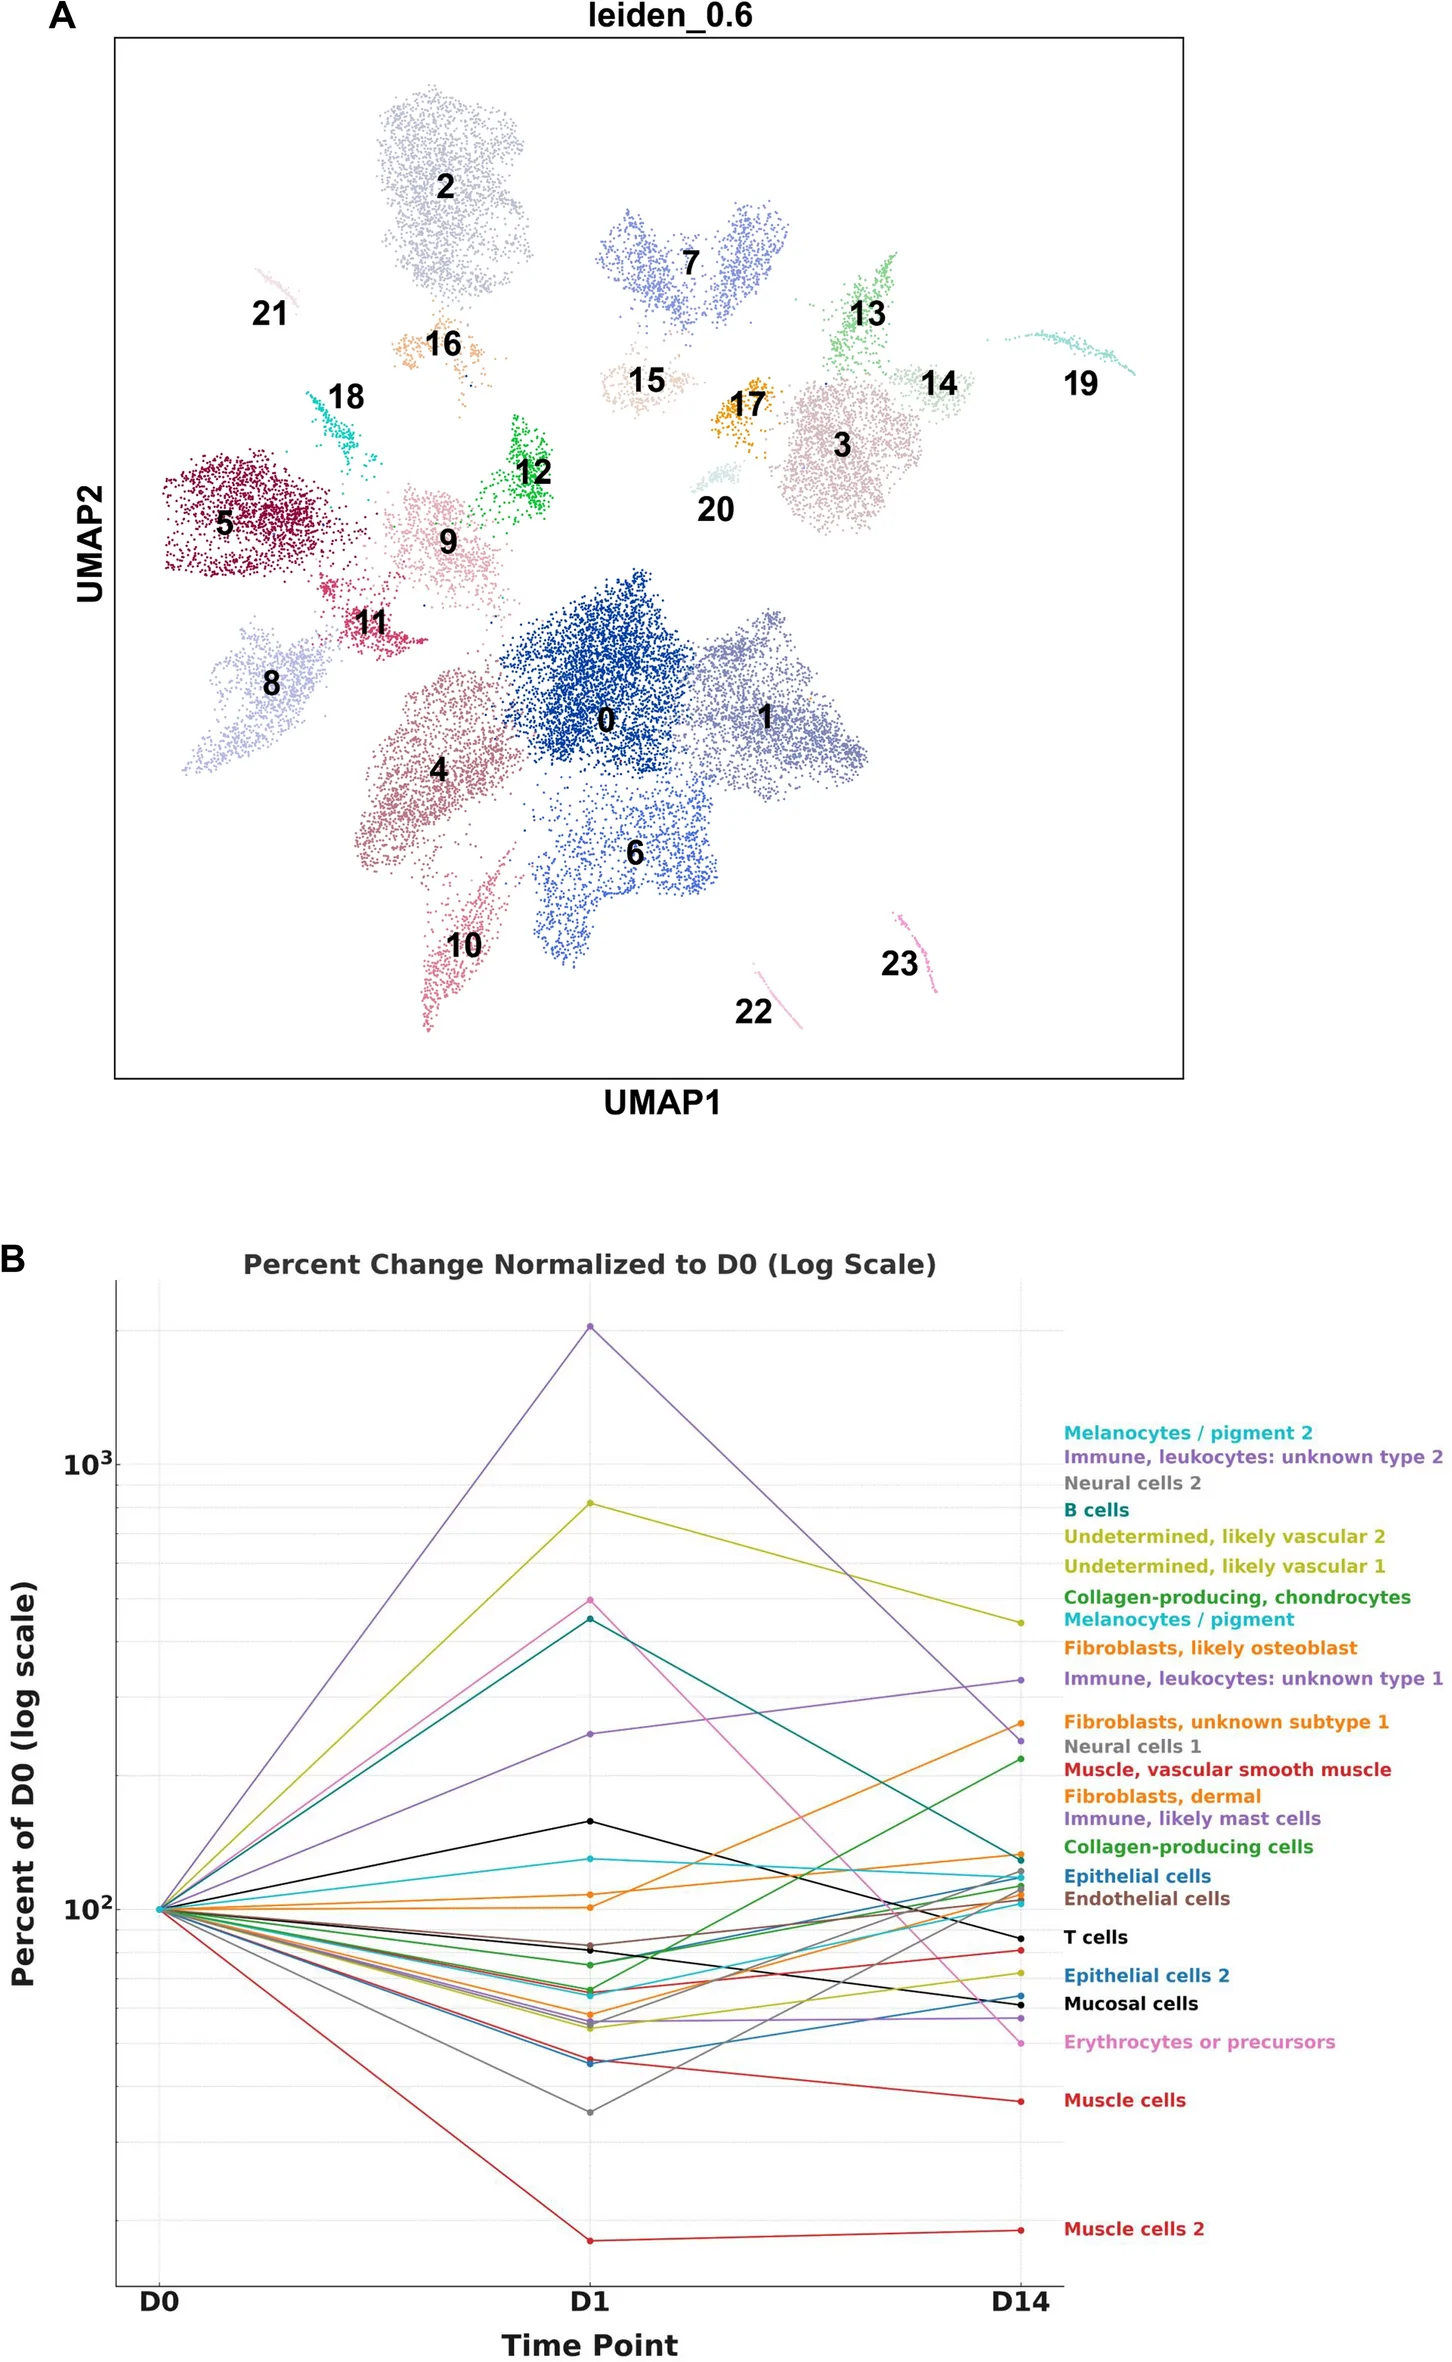
Clustering and marker gene identification from single-nucleus RNA-seq data in wound healing. (**A**) UMAP plot displaying transcriptionally distinct clusters (0–23) derived from skin biopsy nuclei (Day 0, intact skin). Each point represents a nucleus, colored by cluster identity (Table 2). (**B**) Change in cell type composition during wound healing (Day 0, Day 1 and Day 14 after wounding). Colors indicate biological categories of cell types (e.g., blue for epithelial, red for muscle, purple for immune). Labels are positioned at D14 to show final values, and the y-axis is log-scaled to display wide-ranging changes relative to D0. The graph was generated from Table 3. The snRNA-seq analysis included 20 skin biopsies from four sharks: 8 intact skin samples (two biopsies per shark) and 4 wound samples at each post-injury time point (Days 1, 14, and 35). Samples were pooled by time point: eight Day 0 biopsy samples were combined into one pool, and four biopsy samples were combined into one pool at each of Days 1 and 14.

**Table 2:** Putative cell types identified by snRNA-seq (see Fig. 5A).

Cluster	Putative cell type	Key genes
0	Epithelial cells (krt18+)	krt18, krt8, tgm2, ppl, fgfr2
1	Collagen-producing cells	col4a1, col4a6, col18a1, col4a2
2	Muscle cells (skeletal, tnnt2+)	neb, obscn, tnnt2, myh7b
3	Fibroblasts, unknown subtype 1	col1a2, col1a1, col5a2, col12a1
4	Mucosal cells (krt8++)	muc4, muc19, krt8, krt18, tgm2
5	T cells	cd3e, cd3g, ptprc, dock10
6	Epithelial cells	gmds, krt8, nhs, ppl
7	Endothelial cells	flt1, prex2, ptprb, alcam
8	Immune, leukocytes: unknown type 1	dock2, ptprc, arhgap15, fmnl3
9	Erythrocytes or precursors	hbb, epb41, slc4a2, sema7a
10	Immune, likely mast cells	adgrf5, kit, alcam, dclk2
11	Immune, leukocytes: unknown type 2	ptprc, mmp9, itgb2, ankrd44
12	Undetermined, likely vascular	pde4b, abca2, vegfc, zeb2
13	Fibroblasts, dermal	col7a1, col1a2, lama2, col5a2
14	Fibroblasts, likely osteoblast	col12a1, thbs2, col1a2, eln
15	Muscle, vascular smooth muscle	acta2, myh11
16	Muscle cells (skeletal, tnnt3+)	neb, tnnt3, obscn, myh4
17	Collagen-producing, chondrocytes	col2a1, col12a1, col1a2, col1a1, fndc1
18	B cells	blnk, pax5, ptprc, arhgap45, btk
19	Melanocytes (mlph+, tyrp1+)/pigment	mlph, tyrp1, slc24a5, pmel
20	Neural cells 1	nrxn1, unc5d, nav1, sema6b
21	Undetermined, likely vascular	ank2, col4a1, col18a1, prkd1
22	Melanocytes (mlph+, qnr-71+)/pigment	mlph, qnr-71, ltk, kcnma1, nrxn1, pcdh11x
23	Neural cells 2	dgkb, kcnma1, nrxn1, cacna1h

**Table 3:** Cell types changes during wound healing identified by snRNA-seq (see Fig. 5B). D0 = Day 0 (day of wounding); D1 = Day 1 after wounding; D14 = Day 14 after wounding.

Cluster	Putative Cell Type	D0	D1	D14	D0	D1	D14	D0	D1	D14
0	Epithelial cells	1366	604	1548	1654	1239	1950	100	75	118
2	Muscle cells	1348	364	480	1632	747	605	100	46	37
1	Collagen-producing cells	918	405	999	1111	831	1259	100	75	113
4	Mucosal cells	868	414	511	1051	849	644	100	81	61
6	Epithelial cells	660	174	404	799	357	509	100	45	64
5	T cells	555	516	458	672	1058	577	100	158	86
3	Fibroblasts, unknown subtype 1	448	267	1130	542	548	1424	100	101	262
7	Endothelial cells	444	218	446	537	447	562	100	83	105
10	Immune, likely mast cells	274	90	149	332	185	188	100	56	57
8	Immune, leukocytes: unknown type 1	194	284	611	235	582	770	100	248	328
9	Erythrocytes or precursors	191	559	91	231	1146	115	100	496	50
16	Muscle cells	178	19	32	215	39	40	100	18	19
13	Fibroblasts, dermal	138	88	176	167	180	222	100	108	133
15	Muscle, vascular smooth muscle	131	50	102	159	103	128	100	65	81
14	Fibroblasts, likely osteoblast	126	43	131	153	88	165	100	58	108
19	Melanocytes/pigment	72	27	71	87	55	89	100	64	103
17	Collagen-producing, chondrocytes	62	24	130	75	49	164	100	66	218
20	Neural cells 1	58	12	62	70	25	78	100	35	111
21	Undetermined, likely vascular	56	18	39	68	37	49	100	54	72
12	Undetermined, likely vascular	42	203	178	51	416	224	100	819	441
18	B cells	38	101	47	46	207	59	100	450	129
23	Neural cells 2	34	11	40	41	23	50	100	55	122
11	Immune, leukocytes: unknown type 2	30	362	69	36	742	87	100	2044	239
22	Melanocytes/pigment	30	23	34	36	47	43	100	130	118
	Total number of cells	8261	4876	7938	10,000	10,000	10,000			

By day 14 post-wounding, the neoepidermis has thickened significantly, exceeding the surrounding intact skin in depth (Fig. 3B). Again, this progression remains unapparent in macroscopic images, where the wounds appear smaller but not fully healed (Fig. 4). Keratinocytes within the neoepidermis have now differentiated, forming several epidermal layers starting from a basal keratinocyte layer. The basement membrane has begun to reform beneath this layer. Some inflammatory cells persist, with mild leukocyte exocytosis and intracellular edema evident in the healing epidermis. MT staining reveals a thin collagen layer beneath the neoepidermis (blue), as well as an organized fibrin clot layer beneath the epidermis. PAS staining is more intense than day one, confirming mucin presence within the neoepidermis, particularly in its apical region (Supp Fig. 1B).

By day 35 post-wounding, epidermal hyperplasia and dermal fibrosis are clearly visible (Fig. 3C). The epidermis has further thickened, and the dermis shows dense collagen deposition, resembling maturing scar tissue. This histological impression now matches the macroscopic photos in which a scar is seen on day 35 (Fig. 4). Prominent leukocyte exocytosis persists. Some apoptotic epithelial cells are observed, possibly indicating the onset of epidermal hyperplasia regression. Denticles remain absent. Although histological shark wound healing studies are scarce, a case report on a tropical black tip shark exhibiting large and small skin wounds showed similar epidermal hypertrophy as well as absence of denticles in healing wounds (wound duration was unknown)^27^ although further comparisons are difficult to make.

The rapid reepithelialization observed within 24 h is comparable to that seen in adult zebrafish (*Danio rerio*)^39^, a well-studied model for wound healing in bony fish. Zebrafish, however, are tropical warm-water species with optimal temperatures between 26 °C and 28.5 °C, while spiny dogfish are adapted to cold-water environments with optimal temperatures between 7 °C and 15 °C. Given that metabolic processes and cellular activity generally slow in colder temperatures, the speed of reepithelialization in spiny dogfish is striking. This suggests that cold-water elasmobranchs may possess adaptations that allow for rapid epithelial closure despite reduced metabolic rates.

In salmonids, reepithelialization requires ~ 3 days under similar temperatures^5^, underscoring that dogfish reepithelialization is unusually rapid compared with cold-water actinopterygians. This observation raises the possibility that elasmobranchs may have evolved unique epithelial migration or signaling mechanisms, perhaps involving enhanced keratinocyte motility or pre-existing immune-epithelial crosstalk that promotes faster closure. Such rapid reepithelialization may serve an adaptive function, providing early physical protection against seawater-borne pathogens, mechanical abrasion, and osmotic stress in a marine environment^10^. The early presence of mucus-secreting cells further supports this idea, as mucus layers can serve antimicrobial and barrier roles before the full restoration of epidermal structure.

Although challenging to test experimentally, it is tempting to hypothesize that tropical elasmobranchs—living in warmer environments with higher pathogen loads and faster metabolic rates—might exhibit even faster wound closure^14–16,19^. In support of this idea, a photography study on tagging induced umbilical wounds (or scars) in black tip sharks (*Carcharhinus melanopterus*) showed significant healing after 6 days and more or less complete healing within 24 days^18^. Similar photography based healing times of 22 days were found after induction of 8 mm punch wounds in tropical yellow stingrays (*Urobatis jamaicensis*)^28^. Although not directly relevant here, other black tip reef shark studies showed that sharks with traumatic skin wounds acquired in the wild do not differ in their skin bacterial microbiome^30^ nor in their fungal mycobiomes^31^. Future comparative studies across temperature gradients and species may reveal whether rapid epithelial regeneration is a general feature of sharks or a particularly refined trait in cold-water species such as the spiny dogfish.

### Single nucleus RNA-sequencing – cell type dynamics during wound healing

Wound healing is a multifaceted process involving numerous cell types, many of which are difficult to identify through histology alone. To gain a more comprehensive view of cellular composition in intact and wounded shark skin, we performed single-nucleus RNA sequencing (snRNA-seq). 

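The snRNA-seq data came from 4 libraries, each made from 1 pool of biopsies: 8 biopsies of intact skin at Day 0, and 4 wound biopsies at each of Day 1, Day 14 and Day 35. According to the paper they came from 4 sharks, with 2 biopsies of intact skin from each. The wounds were made with a 4 mm punch according to the paper and a 3 mm punch according to the sample labels, and the healing wounds were taken out with a wider punch that included adjacent skin. Nuclei were captured in droplets and their RNA was counted with unique molecular identifiers (UMIs), so each UMI stands for 1 captured RNA molecule. Over all barcodes the libraries held 7098550 UMIs at Day 0, 5562349 at Day 1, 5341877 at Day 14 and 1535444 at Day 35, with medians of 601, 719, 263 and 238 UMIs per barcode. The Day 14 library was therefore the shallowest of the 3 that were compared. The time points of the Day 1 and Day 14 libraries follow the paper, through the number of nuclei in Table 1, whereas the sample labels give these 2 libraries the exchanged days. If the labels were right, every Day 1 value reported here would be a Day 14 value and the reverse.
The authors aligned the reads with Cell Ranger and STAR to the dogfish assembly ASM3039002v1. The counts used here are the raw UMIs of the filtered matrices, which hold 27946 features, of which 65.3% carry a gene symbol and none is named as mitochondrial, so no nucleus could be removed by its mitochondrial share. The background removal with CellBender needs the unfiltered droplets and was not repeated. Nuclei with at least 200 genes were kept, doublets were removed by their Scrublet scores, and 2000 variable genes, 50 principal components, Harmony integration and Leiden clustering at resolution 0.6 gave 24 clusters of 21745 nuclei and 19939 genes. The clusters carry the numbers of Table 2, through the table's key genes, and for 21 of the 24 the match was the best in both directions. Clusters 0, 6 and 8 were matched one way only. Expression within a cluster is given in CPM, the UMIs of a gene summed over its nuclei and scaled to the same total in each cluster and library. A fold is a ratio of 2 such values, and against 0 UMIs it is a lower bound computed with 3 UMIs in place of 0.
Each time point is 1 library, so there are no replicates, no p-values are given and variation between animals is not measured. Square brackets hold exact 95% intervals, which cover counting error only. Ribosomal genes, listed as a sign of library quality, were lower over all nuclei than at Day 0, with a median log2 ratio of -1.01 over 16 genes at Day 1 and -1.45 over 17 at Day 14. TMM scaling, which corrects for a few abundant genes, moved log2 ratios over all nuclei by -0.13 at Day 14. The shares depend on which nuclei were recovered, and a gene with several copies in the assembly may have its reads split among them.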

Sequencing reads were aligned to the available reference genomes of spiny dogfish (*Squalus acanthias*). An important limitation is that changes in snRNA-seq cell proportions may reflect true immune-cell recruitment, but they may also be influenced by tissue sampling, nuclei recovery, or relative changes in other cell populations and thus results should be interpreted with caution.

In intact skin (Day 0 samples), epithelial cells—likely keratinocytes—were the most abundant cell type, followed by collagen-producing cells (presumably fibroblasts) and mucosal cells (likely mucin-secreting secretory cells) (Fig. 5A, Tables 2, 3), consistent with histological findings (Fig. 2C). 

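Clusters 0 and 6, which Table 2 names epithelial cells, held 1999 of the 8358 Day 0 nuclei, or 23.9% [23.0 to 24.8]. In cluster 0, krt18, a keratin of simple epithelia, was at 3.45 [3.35 to 3.55] times its CPM in all other nuclei. In cluster 6 the leading key gene was gmds, an enzyme of GDP-fucose synthesis, at 9.03 [8.78 to 9.29] times. Other key genes were lower than elsewhere, with krt8 at 0.638 times in cluster 0 and nhs, a gene of actin remodelling, at 0.625 times in cluster 6. Cluster 1, named collagen-producing cells, held 887 nuclei or 10.6% [9.96 to 11.3]. It had the basement membrane collagen col4a2 at 13.6 [12.7 to 14.5] times the other nuclei, the integrins itgb4 and itga6, which anchor basal epithelial cells to the basement membrane, at 12.8 and 12.3 times, and tp63, a transcription factor of basal keratinocytes, at 4.99 times. Of the basal epithelial markers detected, 10 of the 13 were at least 2-fold higher in cluster 1 than elsewhere. Cluster 4, named mucosal cells, held 909 nuclei or 10.9% [10.2 to 11.6], with the mucins muc19 and muc4 at 59.0 and 38.7 times and the keratin krt8 at 12.4 times the other nuclei. The symbols krt18, krt8, muc19 and muc4 each stand for 7 or more features of the assembly, which were summed.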

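In intact skin, cluster 5, named T cells in Table 2, held 557 of 8358 nuclei or 6.66% [6.14 to 7.22]. Cluster 7, named endothelial cells, held 459 nuclei or 5.49% [5.01 to 6.00]. In cluster 5, cd3e, a chain of the T-cell receptor complex, was at 41.0 [28.9 to 59.3] times its CPM in all other nuclei, and zap70, the kinase that carries the receptor's signal, at 54.2 [45.1 to 65.6] times. At least 2-fold higher than elsewhere were 17 of the 18 detected T-cell markers. Cluster 7 was marked by flt1, a receptor for vascular endothelial growth factor that has 2 features, at 57.9 times and by vwf, the von Willebrand factor of endothelium, at 54.9 times, with 19 of the 21 detected endothelial markers at least 2-fold higher. Among nuclei with at least 500 genes the shares were 4.34% for cluster 5 and 3.66% for cluster 7.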

T-cells were notably prevalent, even more common than endothelial cells, suggesting a substantial reservoir of resident T-cells. Additional immune-related populations, including mast cells and two subtypes of uncharacterized leukocytes, further support the hypothesis that shark skin is immunologically enriched.

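Cluster 10, which Table 2 calls likely mast cells, held 254 Day 0 nuclei or 3.04% [2.68 to 3.43]. It was marked by kit, the stem cell factor receptor, at 87.9 [78.0 to 99.2] times its CPM in all other nuclei, by adgrf5, an adhesion G protein-coupled receptor, at 70.4 times, and by alox5 and ltc4s, enzymes of leukotriene synthesis, at 14.0 and 24.3 times. Of the mast cell markers detected, 4 of the 6 were at least 2-fold higher there, and of the ionocyte markers, 3 of the 10. So were 6 of the 13 B-cell markers and 3 of the 21 suprabasal epithelial markers, the latter elf3, esrp1 and epcam. The general leukocyte list was not among the 5 lists with the highest mean log2 ratio in cluster 10. Its leading genes also included Trpm5, a cation channel of taste and tuft cells, at 1677 CPM against 9.96 elsewhere, CHAT, which makes acetylcholine, at 472 against 3.27, and AVIL, an actin-binding protein of tuft cells, at 727 against 8.28. Clusters 8 and 11, the leukocytes of unknown type 1 and type 2, held 2.17% and 0.491% of the nuclei. General leukocyte markers were at least 2-fold higher for 15 of the 17 detected in cluster 8 and for 12 of the 17 in cluster 11. In cluster 11 the chemokine receptor cxcr1, which draws neutrophils in mammals and has 8 features, was at 174 times and the matrix protease mmp9 at 67.4 times the other nuclei, with 12 of the 19 detected granulocyte markers at least 2-fold higher. Cluster 18, the B cells, held 40 nuclei or 0.479% [0.342 to 0.651]. Without integration cluster 11 held 0.0718% of the nuclei, and with a filter at 100 genes, chosen after the data were seen, 0.758%.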

Skeletal muscle cells were also highly represented, likely reflecting the deep nature of the punch biopsies. 

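Skeletal muscle clusters 2 and 16 together held 1518 of 8358 Day 0 nuclei or 18.2% [17.3 to 19.0]. Cluster 2, the tnnt2-positive type of Table 2, held 16.2% [15.4 to 17.0], and cluster 16, the tnnt3-positive type, held 1.99% [1.70 to 2.31]. Cluster 2 was marked by the myosin heavy chain myh7b at 47.7 [43.6 to 52.3] times its CPM in all other nuclei and by the troponin T gene tnnt2 at 16.4 times. In cluster 16, myh4 and tnnt3, a myosin and a troponin T of fast muscle, were at 62.9 and 61.4 times. Both symbols have several features in the assembly, 6 for myh4 and 2 for tnnt3, and the sums were used.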

Two distinct melanocyte populations were identified, presumably contributing to pigmentation and UV protection. 

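Cluster 19, the first of the 2 melanocyte clusters of Table 2, held 71 Day 0 nuclei or 0.849% [0.664 to 1.07]. It was marked by tyrp1, an enzyme of melanin synthesis, at 503 [416 to 612] times its CPM in all other nuclei, by slc24a5, an ion exchanger of the melanosome, at 229 times, and by pmel, a structural protein of the melanosome, at 102 times. Cluster 22 held 32 nuclei or 0.383% [0.262 to 0.540]. In cluster 22 the receptor tyrosine kinase ltk, which marks iridophores in zebrafish, was at 606 [499.8 to 737] times and qnr-71, a relative of the melanosome protein gpnmb, at 207 times the other nuclei.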

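Cluster 17, collagen-producing chondrocytes in Table 2, held 61 of 8358 nuclei at Day 0 or 0.730% [0.559 to 0.937]. The main collagen of cartilage, col2a1, with 3 features, was at 92.0 [70.1 to 120.2] times its CPM in all other nuclei. A further cartilage collagen, col11a2, was at 119 times and cnmd, the cartilage glycoprotein chondromodulin, at 169 times. At least 2-fold higher than elsewhere were 6 of the 13 chondrocyte markers detected and 16 of the 20 fibroblast markers, among them col12a1 at 10.1 times.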

A small cluster expressing cartilage-associated markers, suggestive of chondrocytes and proximity to underlying cartilaginous structures of the endoskeleton, was detected, although its precise identity remains uncertain.

Comparative reanalysis of existing zebrafish skin snRNA-seq data^38^ revealed several differences (Supp Table 1). In zebrafish, mucosal cells are the most abundant skin cell type, whereas they rank fourth in spiny dogfish—consistent with the observation that sharks are less "slimy" than bony fish (authors' personal observation and^29^). 

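By number of Day 0 nuclei, cluster 2 of skeletal muscle came first with 1352, followed by epithelial cluster 0 with 1318, the mucosal cluster 4 with 909, the collagen-producing cluster 1 with 887 and epithelial cluster 6 with 681. The intervals of the mucosal and the collagen-producing shares overlap, so their order cannot be read from these counts, and the same holds for clusters 2 and 0. Among nuclei with at least 500 genes cluster 1 had 442 nuclei and cluster 4 had 423. Counted as 2 joint groups, the epithelial clusters and the muscle clusters both stood above the mucosal cells. The zebrafish data were not analysed here.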

Innate immune cells rank as the eighth most abundant population in zebrafish, and T-cells were not reported, although another study estimated that T-cells comprise 16.9% of zebrafish skin lymphocytes^40^. These interspecies comparisons should be interpreted cautiously, as species differences as well as methodological differences including sequencing method, tissue processing, and annotation strategy may introduce bias.

In wounded spiny dogfish skin, we observed a pronounced spike in immune cells—particularly B-cells (potentially secreting various immunoglobulins including shark-specific IgNAR), T-cells, and unclassified leukocyte populations—on Day 1 post-wounding (Fig. 5B, Table 3). 

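At Day 1, the leukocyte clusters 5, 8, 11 and 18 together held 24.6% [23.5 to 25.8] of the nuclei, against 9.80% [9.17 to 10.5] at Day 0, or 251% [230.0 to 275] of the Day 0 share. B-cell cluster 18 reached 379% [259.7 to 563] of its Day 0 share and T-cell cluster 5 reached 165% [147 to 186]. Of the leukocytes of unknown type, cluster 8 reached 228% [188 to 277] and cluster 11 reached 1399% [1011 to 1983], from 41 nuclei at Day 0 to 363 at Day 1. Cluster 10, likely mast cells, stood at 57.9% [45.1 to 73.7]. Over all nuclei, with no clustering, the CPM of pax5, the transcription factor that keeps B-cell identity, was 5.88 [4.38 to 8.01] times that of Day 0, zap70 was 3.81 [3.15 to 4.64] times and mmp9 was 11.4 [9.97 to 13.2] times, while cd3e went from 15.4 [12.5 to 18.7] to 9.21 [6.79 to 12.2] CPM. In cluster 18, pax5 was at 278 times the other nuclei and 11 of the 13 detected B-cell markers were at least 2-fold higher. Plasma cell markers were high there as well, 4 of the 10 detected by at least 2-fold, led by jchain, irf4 and tnfrsf17. The mean log2 ratios of the B-cell and plasma cell lists were 3.05 and 1.77.
Over all nuclei at Day 1 the list of inflammatory cytokines and NF-kB genes had a median log2 ratio of 0.66 over 47 genes, at percentile 100 of 10000 random lists of the same size and expression. Among its members IL1B, the interleukin that starts much of wound inflammation, was 11.8 [7.59 to 19.2] times its Day 0 level, PTGS2, which makes prostaglandin precursors, 4.88 times, and 1 of the copies of the neutrophil attractant CXCL8 (g8535) 15.6 times, whereas the chemokine CCL20 (g19605) was at 0.135 times. The immediate early and AP-1 list had a median of 1.25 over 18 genes at percentile 100, with Atf3, a stress-induced transcription factor, at 8.09 times. Both lists were taken over all nuclei, so the larger share of leukocyte nuclei at Day 1 may contribute to these values. In cluster 8, BCAT1, an aminotransferase of branched-chain amino acids, rose at least 44.0-fold, GDA, a guanine deaminase, 73.4-fold [13.0 to 2921] and RAB26, a GTPase of vesicle traffic, 50.9-fold [8.92 to 2034]. BCAT1 and GDA are also among the 15 leading genes of cluster 11, and in all nuclei outside cluster 8 they rose 7.83-fold and 30.1-fold. TMM scaling moves log2 ratios in cluster 8 by 0.24 at Day 1 and 0.17 at Day 14. In T-cell cluster 5 the cell cycle list fell by 0.67 in median log2 ratio over 32 genes, and the interferon response list had a median of 0.30 over 37 genes at percentile 99.5.
Among nuclei with at least 500 genes the Day 1 values were 263% for cluster 5, 672% for cluster 18 and 102% for cluster 10. At a Leiden resolution of 0.4 the counterpart of cluster 8 took in 494 of the 495 nuclei of cluster 11 and stood at 448%, against 444% for clusters 8 and 11 summed at resolution 0.6. Without integration cluster 11 had 6 Day 0 nuclei and stood at 9482%.

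**Figure D1:**
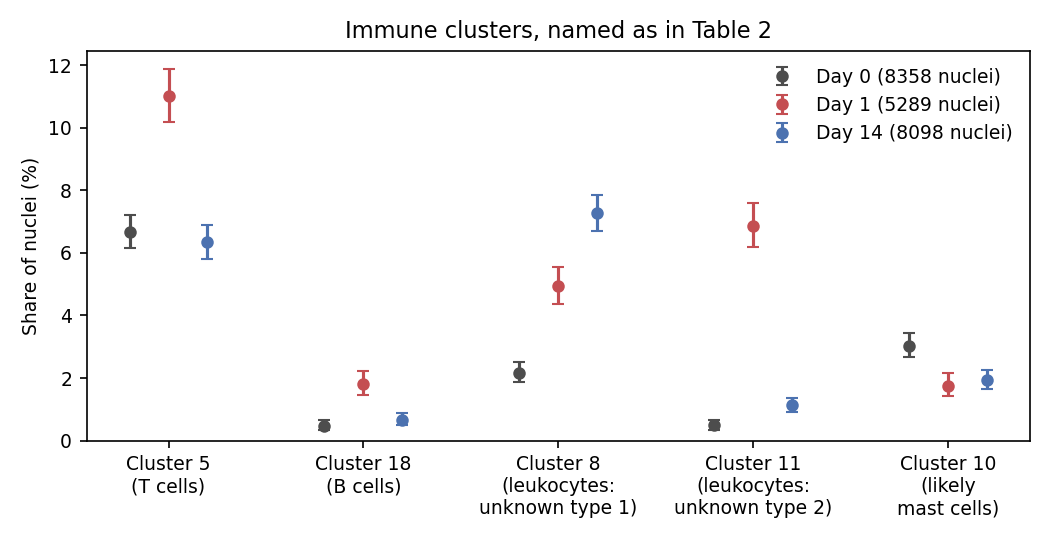
Share of nuclei (percent) in clusters 5, 18, 8, 11 and 10 of Table 2 at Days 0, 1 and 14, with 1 library per day. Points are shares on an axis that starts at 0, and lines are exact 95% intervals for counting error. Cluster 5 goes from 6.66% to 11.0% and cluster 11 from 0.491% to 6.86% between Day 0 and Day 1.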

By Day 14, most of these immune cell populations had returned to near-baseline levels, suggesting a tightly regulated but rapid immune response. 

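At Day 14, T-cell cluster 5 stood at 95.1% [84.1 to 107] of its Day 0 share and B-cell cluster 18 at 139% [90.9 to 215]. The leukocytes of unknown type stood above Day 0, cluster 8 at 335% [283 to 398] and cluster 11 at 229% [157 to 339.8], and cluster 10 was below it at 63.4% [51.6 to 77.7]. Among clusters 5, 8, 11 and 18, which had risen at Day 1, the interval includes the Day 0 share for 2, clusters 5 and 18. Cluster 10 had been below its Day 0 share at Day 1 too. Relative to Day 1, cluster 11 was at 16.4% and cluster 18 at 36.7%, and cluster 8 was at 147%. The inflammatory list over all nuclei had a median log2 ratio of 0.23 against Day 0 over 43 genes, at percentile 80.0.
Between Day 1 and Day 14, BACH2, a repressor that holds B cells back from becoming plasma cells, was 38.2-fold [6.76 to 1521] lower in cluster 18, with 1 UMI against 150. Cluster 18 also carried plasma cell markers, and its nuclei were not separated by the 2 sets of markers. In cluster 8, mmp13, a collagenase, was at least 28.6-fold lower, GDA 46.7-fold [15.6 to 229] lower and DDAH1, which breaks down an inhibitor of nitric oxide synthesis, 31.9-fold [8.46 to 269] lower. The fall of mmp13 was at least 2-fold in all 8 clusters in which it was measured. In cluster 5 the cell cycle list had a median of -0.58 against Day 0 over 31 genes, and TMM scaling moves its log2 ratios by -0.11. Cluster 18 stood below Day 0 among nuclei with at least 500 genes, at 76.3%, and without integration, at 76.2%, and with at least 500 genes cluster 8, which there took in 71 of 93 nuclei of cluster 11, stood at 214%. Equal depth here means Days 0 and 1 thinned to the median UMIs per barcode of Day 14, a setting chosen after the data were seen. That median covers all Day 14 barcodes, 43.7% of which had fewer than 200 genes. The thinning may therefore have gone beyond the difference in depth between kept nuclei. With libraries thinned to equal depth so defined, cluster 18 stood at 237% and cluster 5 at 124%, both with intervals above the Day 0 share. The nuclei of cluster 11 kept at that depth stood at 379% [215 to 721]. The paper proposes an immune response that is fast and tightly regulated.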

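Cluster 8, the leukocytes of unknown type 1 in Table 2, carried macrophage or monocyte markers. The receptor for the macrophage growth factor, csf1r, was at 33.3 [27.4 to 40.5] times its CPM in all other nuclei, slc11a1, a metal transporter of the phagosome, at 34.9 [27.5 to 44.4] times, and spi1, the transcription factor PU.1 of myeloid cells, at 17.0 [14.5 to 19.9] times. Also higher were aif1, an actin-binding protein of macrophages, at 25.2 times, hmox1, which breaks down haem, at 19.4 times and irf8, a transcription factor of monocytes and dendritic cells, at 12.5 times. In all, 18 of the 27 markers detected were at least 2-fold higher. By day, csf1r in cluster 8 was at 511 [392 to 653], 479.6 [393 to 579] and 314 [247 to 395] CPM at Days 0, 1 and 14, while slc11a1 went from 122 to 182 and 484 and hmox1 from 16.2 to 71.1 and 336 CPM.
Other macrophage markers were not highest in cluster 8. The complement gene c1qb was at 195 CPM in cluster 8 and 874 in fibroblast cluster 3 at Day 0, and the scavenger receptor marco at 24.3 and 129.7. Cluster 8 also had 9 of the 19 granulocyte markers and 4 of the 9 dendritic cell markers at least 2-fold higher, among them ncf1, a subunit of the phagocyte oxidase, at 42.7 times and flt3 at 16.1 times. Spi1 was also at 13.3 times in cluster 11. Over all nuclei csf1r was 1.81 [1.42 to 2.33] times its Day 0 level at Day 1 and 2.34 [1.82 to 3.01] times at Day 14, and hmox1 was 7.12 and 23.0 times.

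**Figure D2:**
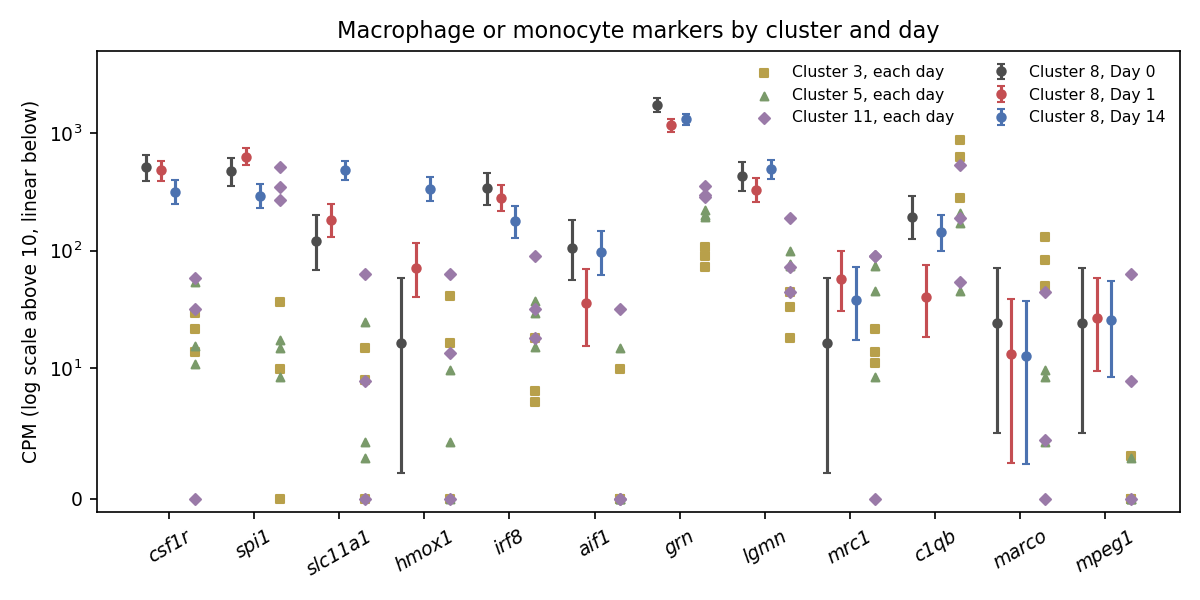
CPM of 12 macrophage or monocyte markers in cluster 8 at Days 0, 1 and 14 (large symbols, with exact 95% intervals for counting error) and in clusters 3, 5 and 11 on the same days (small symbols). The axis is linear up to 10 CPM and logarithmic above. In cluster 8 csf1r lies between 314 and 511 CPM, and c1qb is higher in cluster 3 than in cluster 8 on each day.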

Macrophages were notably absent from the dataset, possibly due to limitations in marker resolution or differences in elasmobranch immune cell types.

As expected, erythrocyte numbers increased on Day 1, likely reflecting post-biopsy bleeding. 

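Cluster 9, erythrocytes or their precursors, held 237 nuclei or 2.84% [2.49 to 3.21] at Day 0 and 924 or 17.5% [16.5 to 18.5] at Day 1, which is 616% [534 to 714] of its Day 0 share. Dogfish red cells keep their nucleus and so appear among the nuclei. Haemoglobin marked the cluster, with hbb at 113 and hba at 123 times their CPM in all other nuclei, summed over 5 and 4 features. Summed over all 9 haemoglobin features and all nuclei, haemoglobin was at 2419.9 CPM at Day 0, 16112 at Day 1 and 382 at Day 14. Within cluster 9 it was at 80685, 127589 and 10399 CPM, so the nuclei placed there at Day 14 carried less haemoglobin. Haemoglobin UMIs were present outside cluster 9 as well, and HBA in cluster 12 was at least 9.88-fold lower at Day 14 than at Day 1, a fall of at least 2-fold in all 13 clusters in which it was measured. A keratin of the epithelium, krt18, was 44.5-fold [22.7 to 95.1] higher in cluster 9 at Day 14 than at Day 1, and at least 2-fold higher in all 11 clusters in which it was measured. TMM scaling moves log2 ratios against Day 0 in cluster 9 by 0.33 at Day 1 and -0.36 at Day 14.
At Day 14 cluster 9 stood at 69.2% [56.3 to 85.0] of its Day 0 share, and this direction turned with the settings. It was 136% among nuclei with at least 500 genes, 118% with nuclei thinned to equal UMIs and 14.4% without integration. With at least 500 genes the cluster took in 95 of 102 nuclei of cluster 12, and with nuclei thinned to equal UMIs 343 of 393, and the sum of clusters 9 and 12 stood at 121% [103 to 142] at Day 14 among all nuclei kept. Joining is not needed for the turn. With libraries thinned to equal depth, chosen after the data were seen, the kept nuclei of cluster 9 alone stood at 147% [109 to 200.3] and the sum at 236% [185 to 305]. Only the median UMIs over all barcodes was matched there, and 43.7% of the Day 14 barcodes had fewer than 200 genes.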

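Epithelial clusters 0 and 6 together held 13.9% [13.0 to 14.8] of the nuclei at Day 1 and 22.0% [21.1 to 22.9] at Day 14, which is 58.0% [53.2 to 63.2] and 91.9% [86.2 to 98.0] of their Day 0 share. In both epithelial cluster 0 and collagen-producing cluster 1, genes of the epidermal wound response and migration list rose at Day 1, with median log2 ratios of 1.03 over 22 genes and 1.33 over 25 genes, each at percentile 100 of the random lists. LAMB3, a chain of the laminin that keratinocytes lay down in a wound, rose 4.55 [3.52 to 5.93] times in cluster 0 and 8.66 [7.35 to 10.3] times in cluster 1. The epidermal growth factor receptor ligands HBEGF and Ereg rose 8.91 [4.56 to 19.4] and 9.97 [6.71 to 15.4] times in cluster 1, and MMP28, a matrix protease of keratinocytes, rose 6.72 [3.74 to 13.0] times in cluster 0. At Day 14 the medians were 0.47 in cluster 0 and 0.39 in cluster 1.
Single genes changed more. DUOX2 (g20140), an oxidase that makes hydrogen peroxide at epithelial surfaces, rose 155-fold [42.3 to 1286] in cluster 0 at Day 1, with 217 UMIs against 2, and was at least 59.6-fold lower at Day 14 than at Day 1. The laminin chain gene lamc1 (g23856) rose 211-fold [37.3 to 8393] in cluster 0 at Day 1 and was 102-fold [17.6 to 4102] above Day 0 at Day 14, from 1 UMI at Day 0. Neither rise was confined to cluster 0. In all nuclei outside it lamc1 rose 13.7-fold at Day 1, to 284 CPM against 216 in cluster 0, and DUOX2 rose 11.9-fold, to 63.6 against 316. IL1B in cluster 0 was 47.0-fold [8.10 to 1887] lower at Day 14 than at Day 1. In cluster 1, F13a1, the subunit of coagulation factor XIII that cross-links fibrin, rose 169-fold [85.4 to 392] at Day 1. Sostdc1, an antagonist of BMP and Wnt signals, was 43.5-fold [7.50 to 1747] lower and the zinc finger gene ZNF704 at least 15.0-fold lower there.
In cluster 1 the matrix degradation list had a median log2 ratio of 0.80 over 19 genes at Day 1. The basement membrane list had a median of -0.33 at Day 1 and 1.01 at Day 14, with ITGB4 at 4.16 and COL4A6 at 0.229 times Day 0 on Day 1, and LAMA5 at 3.96 times on Day 14. The cell cycle list fell by 0.69 at Day 1 and by 0.47 at Day 14, with the proliferation marker MKI67 at 0.342 [0.288 to 0.405] and 0.360 [0.302 to 0.428] times Day 0. With TMM scaling, log2 ratios in cluster 0 at Day 14 move by -0.19. With doublets kept, lamc1 rose 44.8-fold at Day 1 and DUOX2 259-fold, and without integration the epithelial clusters stood at 129% of their Day 0 share at Day 14.

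**Figure D3:**
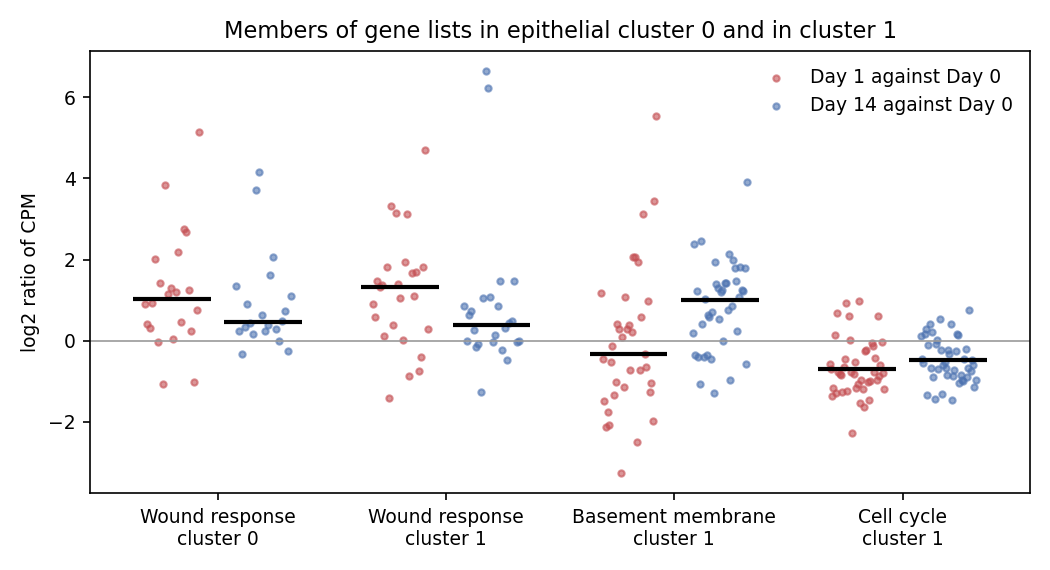
Log2 ratios against Day 0 of the genes of 3 lists, at Day 1 and Day 14: the epidermal wound response list in clusters 0 and 1, and the basement membrane and cell cycle lists in cluster 1. Each point is 1 feature, so copies of a gene are separate points. The black line is the median, which for the wound response list in cluster 1 is 1.33 at Day 1 and 0.39 at Day 14.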

Concurrently, epithelial cell numbers decreased due to epidermal removal at the wound site. 

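Collagen-producing cluster 1 stood at 72.3% [64.2 to 81.4] of its Day 0 share at Day 1 and at 117% [107 to 128] at Day 14. Fibroblast cluster 3, unknown subtype 1 in Table 2, stood at 86.2% [74.3 to 99.8] and then at 237% [214 to 263], and dermal fibroblast cluster 13 at 98.6% [72.6 to 133] and 146% [114 to 186]. In cluster 3, ELN, which encodes elastin, was 29.8-fold [22.8 to 39.6] lower at Day 1 and Bmp7, a bone morphogenetic protein, 35.1-fold [9.44 to 295] lower, while CCN1, a matrix protein of early wound repair, was 13.0 [6.31 to 31.1] times its Day 0 level. ELN was also 3.93-fold lower in all nuclei outside cluster 3. It fell at least 2-fold in all 10 clusters in which it was measured, and Bmp7 in 3 of 10. At Day 14 the list of interstitial collagens and matrix assembly had a median log2 ratio of 0.74 over 47 genes in cluster 3, at percentile 100, after -0.30 at Day 1. Its members TNC, the wound matrix protein tenascin C, and THBS2, a thrombospondin, were 16.5 [12.7 to 21.7] and 3.90 [3.16 to 4.87] times Day 0. The cell cycle list in cluster 3 had a median of 1.39 over 30 genes at Day 14, with ANLN, which is needed for cell division, at 5.46 [3.46 to 9.09] times. Between Day 1 and Day 14, CIT, the citron kinase of cell division, rose 37.1-fold [6.52 to 1481] in cluster 3. Against Day 0, Megf6 rose 38.9-fold [13.2 to 189.9] and the glutamate receptor gene grin2a 32.1-fold [5.58 to 1284], and ENPP2, which makes lysophosphatidic acid, was 29.9-fold [17.0 to 57.2] lower. In cluster 13, Col6a6 rose 97.7-fold [17.2 to 3893] between Day 1 and Day 14. In cluster 14, fibroblasts that Table 2 calls likely osteoblast, OGN, the matrix proteoglycan osteoglycin, was 16.8-fold [5.45 to 84.1] lower at Day 14 than at Day 0.
Type I collagen UMIs were found in every cluster. Over all nuclei COL1A1 was 0.357 times Day 0 at Day 1 and 6.19 times at Day 14. In the 12 clusters numbered 0 to 12 without cluster 3, COL1A1 went from between 0.156 and 0.318 UMIs per nucleus at Day 0 to between 0.591 and 1.64 at Day 14, and barcodes with fewer than 200 genes held 1.08 UMIs each at Day 14. Thus COL1A1 in cluster 10 rose 69.4-fold [26.6 to 258] and Col1a2 in cluster 8 35.6-fold [18.5 to 78.6] between Day 1 and Day 14, both at least 2-fold in all 16 clusters in which they were measured. TMM scaling moves log2 ratios against Day 0 in cluster 10 by -0.12 at Day 1 and -0.22 at Day 14. In T-cell cluster 5 the interstitial collagen list reached a median of 2.06 at Day 14. Cluster 3 itself had 4.68 COL1A1 UMIs per nucleus at Day 14.
The Day 1 values of clusters 3 and 13 were 184% and 153% among nuclei with at least 500 genes, where cluster 3 stood at 583% at Day 14 and the cell cycle median in it was 0.66. Cluster 1 at Day 14 was 96.5% with a filter at 100 genes, set after the data were seen.

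**Figure D4:**
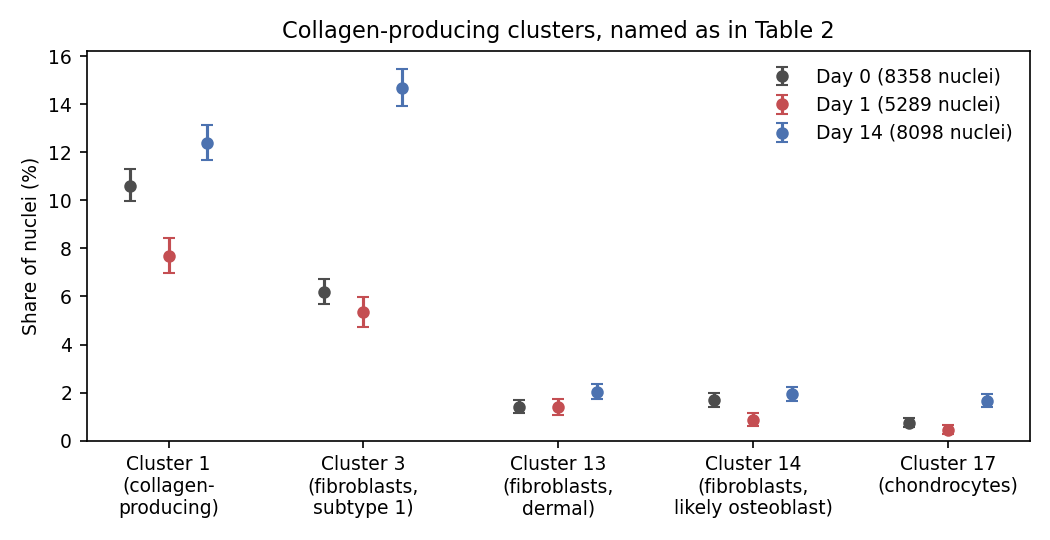
Share of nuclei (percent) in clusters 1, 3, 13, 14 and 17 at Days 0, 1 and 14, with 1 library per day. Points are shares on an axis that starts at 0 and lines are exact 95% intervals for counting error. Cluster 3 goes from 6.19% at Day 0 to 5.33% at Day 1 and 14.7% at Day 14.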

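Within cluster 1 at Day 14, FN1 (g1259), which encodes the wound matrix protein fibronectin, was 101-fold [60.7 to 180.2] above Day 0 and TGFBI, a matrix protein induced by TGF-beta, 139.7-fold [54.1 to 515]. A second FN1 feature (g1260), which may share reads with the first, rose 81.2-fold [39.1 to 203] between Day 1 and Day 14, and TGFBI rose 85.2-fold [36.2 to 264]. Against Day 0 the first feature was at least 2-fold higher in all 16 clusters in which it was measured, and the second rose as much between Day 1 and Day 14 in 13 of 14. In cluster 1 the first stood at 1.03 UMIs per nucleus, against 0.195 per barcode with fewer than 200 genes. The growth factor gene mdk-a, which encodes a midkine, was 480.2-fold [85.6 to 19024] above Day 0, from 1 UMI, and 40.7-fold [21.2 to 89.8] above Day 1. Adam8, a membrane metalloprotease, rose 64.0-fold [17.2 to 537], the fibrillar collagen col27a1b 34.8-fold [18.0 to 77.1], the ubiquitin ligase TRIM36 101-fold [27.5 to 843] and the ephrin receptor EPHA7 32.2-fold [16.0 to 75.7]. In all nuclei outside cluster 1, TGFBI was 14.0-fold and Adam8 11.0-fold above Day 0. They were at least 2-fold higher in 11 of 13 and 8 of 9 clusters measured, against 6 of 11 for col27a1b, 2 of 4 for TRIM36 and 1 of 3 for EPHA7. Against Day 1, EPHA7 rose 49.1-fold [18.8 to 182], ppp1r7, a regulator of protein phosphatase, 62.2-fold [10.7 to 2498] and the matrix gene Sned1 35.5-fold [9.44 to 299.6]. COL7A1 (g10073), which anchors the epidermis to the dermis, was at 5.48 [4.55 to 6.64] times Day 0, and a second COL7A1 feature (g5319) at 0.475 times. With doublets kept, mdk-a rose 232-fold and Adam8 32.6-fold.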

Collagen-producing cells and fibroblasts showed a variable increase consistent with scar tissue remodeling, while dermal fibroblast populations remained stable, potentially reflecting subtype-specific roles in wound repair. Mucosal cells remained reduced through Day 14, suggesting that full restoration of glandular skin features lags structural repair. 

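Mucosal cluster 4 stood at 72.0% [63.9 to 80.9] of its Day 0 share at Day 1 and at 64.8% [58.3 to 72.1] at Day 14, with 909, 414 and 571 nuclei at Days 0, 1 and 14. Over all nuclei the mucin muc19 was at 0.401 times its Day 0 CPM at Day 1 and 0.193 times at Day 14, muc4 at 0.538 and 0.573 times, and krt8 at 0.379 and 0.439 times. Within cluster 4 the list of mucin and secretory granule genes had a median log2 ratio of -0.03 over 27 genes at Day 1 and 0.01 over 25 at Day 14, at percentiles 17.6 and 22.1 of the random lists. Its members went both ways. MUC16 (g19632), a membrane mucin, was 65.1-fold [21.3 to 324] above Day 0 at Day 14, from 3 UMIs, while Agr3, a protein of secretory cells, was at 0.272 [0.238 to 0.309] times and the most abundant MUC19 feature (g5053) at 0.293 [0.284 to 0.302] times. At Day 1, DUOXA2 (g20139), the partner that DUOX2 needs to reach the membrane, rose 118-fold [20.5 to 4736], and by Day 14 it was at least 12.7-fold lower than at Day 1. PTGS2 was at least 11.4-fold lower at Day 14 than at Day 1 and Plaat3, a phospholipase, 23.5-fold [4.09 to 942] lower than at Day 0. In epithelial cluster 6 another MUC19 feature (g5051) was 19.8-fold [3.41 to 793] lower at Day 14 than at Day 0. With TMM scaling, log2 ratios in cluster 4 move by -0.21 at Day 1 and -0.44 at Day 14 and in cluster 6 by -0.13 at Day 14, and without integration the cluster stood at 39.7% at Day 14.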

Skeletal muscle cells were reduced by more than 50% on Day 1, a likely result of physical tissue removal, with no significant regeneration observed by Day 14. 

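Skeletal muscle clusters 2 and 16 together stood at 41.8% [37.4 to 46.7] of their Day 0 share at Day 1 and at 35.5% [32.1 to 39.2] at Day 14. The tnnt3-positive cluster 16 fell further than cluster 2, from 166 nuclei at Day 0 to 12 at Day 1 and 6 at Day 14, or 11.4% [5.79 to 20.5] and 3.73% [1.35 to 8.29] of its share. Over all nuclei neb, which encodes the thin-filament protein nebulin, was at 0.499 times Day 0 at Day 1 and 0.281 times at Day 14.
Within cluster 2 the muscle regeneration list had a median log2 ratio of 0.34 over 16 genes at Day 1 and 1.01 over 15 genes at Day 14, at percentiles 98.4 and 100. The list also holds the atrophy genes trim63 and fbxo32 and the growth inhibitor mstn. A rise of its median alone therefore does not show regeneration. Ankrd1, a stress-induced muscle protein, was 20.1 [15.9 to 25.9] times Day 0 at Day 1 and 10.6 [8.03 to 14.0] times at Day 14, and MYOD1, a master regulator of the muscle lineage, 2.91 [1.89 to 4.53] and 3.31 [1.95 to 5.56] times. At Day 1 the carbonic anhydrase Ca7 rose 77.2-fold [45.7 to 142], eeig1 99.9-fold [17.2 to 4020.1], the protein kinase C gene PRKCQ 50.2-fold [25.0 to 118] and the small heat shock gene hsp30c (g16090) at least 34.6-fold. Between Day 1 and Day 14 a second hsp30c copy (g16080) was at least 11.5-fold lower, hspb11, named as a small heat shock gene, at least 22.4-fold lower and ILDR2 at least 14.0-fold lower. The receptor tyrosine kinase ROS1 was 31.9-fold [14.4 to 83.3] above Day 0 at Day 14.
In cluster 2 at Day 1, MYH4 (g35865) was 197-fold [35.1 to 7793] lower than at Day 0, the myosin light chain MYL2 66.1-fold [11.7 to 2632], the haem-binding gene hebp1 51.8-fold [14.2 to 431], the splicing factor gene SF3A2 39.4-fold [15.2 to 146], the myosin-binding protein MYBPC3 35.9-fold [6.24 to 1439] and gpd1l 31.2-fold [5.40 to 1254]. At Day 14, hebp1 was at least 15.1-fold lower than at Day 0, MYL2 at least 9.67-fold and the adhesion gene CNTN4 21.2-fold [3.72 to 848]. In all nuclei outside cluster 2, cluster 16 included, MYBPC3 fell 30.3-fold at Day 1, MYL2 32.5-fold, gpd1l 11.6-fold, SF3A2 4.22-fold and hebp1 3.25-fold. MYBPC3 fell at least 2-fold in all 8 clusters in which it was measured. RNA of fast muscle fell in other clusters as well. MYH4 was lower in all 12 clusters in which it was measured at Day 1, TNNT3 and the troponin I gene TNNI2 fell 37.5-fold [20.0 to 77.9] and 34.0-fold [16.2 to 82.4] in erythrocyte cluster 9, and at Day 14 MYH4 was at least 98.8-fold lower in fibroblast cluster 3 and TNNT3 and TNNI2 at least 55.3-fold and at least 18.1-fold lower in epithelial cluster 0. With TMM scaling, log2 ratios in cluster 2 move by 0.14 at Day 1 and -0.22 at Day 14. With doublets kept, eeig1 rose 61.3-fold, CNTN4 was 5.79-fold lower and cluster 16 stood at 20.0% at Day 14, and at a Leiden resolution of 1.0 or with 4000 variable genes cluster 16 stood at 23.6% or 22.4% then. In these settings 46 of its 243, 78 of its 272 and 53 of its 277 nuclei came from epithelial cluster 0. Cluster 16 stood at 50.2% at Day 1 and 16.8% at Day 14 with at least 500 genes, where 59 of its 160 nuclei came from cluster 2, and at 2.12% and 0.693% without integration.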

Two neural cell types declined initially but recovered by Day 14, indicating rapid peripheral nerve regeneration. 

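The neural clusters 20 and 23 together held 99 nuclei at Day 0, 29 at Day 1 and 99 at Day 14, which is 46.3% [29.5 to 70.6] of the Day 0 share at Day 1 and 103% [77.3 to 138] at Day 14. Cluster 20 stood at 40.7% [22.4 to 70.2] at Day 1, and the interval of cluster 23, at 57.5% [27.0 to 114], includes the Day 0 share. Cluster 23 carried genes of excitable cells, with rims2, which primes synaptic vesicles, at 139.7 [116 to 168] times its CPM in all other nuclei and the calcium channel cacna1h at 152 [115 to 200.2] times. In it 13 of the 23 detected neuron markers were at least 2-fold higher, and so were 5 of the 10 markers of Merkel, neuroendocrine or electrosensory cells, with mean log2 ratios of 1.74 and 1.54 for the 2 lists. The latter list was the higher of the 2 without integration, with 4000 variable genes, with the number of nuclei of Table 1 and the highest UMIs, with the share of nuclei that have a UMI in place of CPM and, chosen after the data were seen, with libraries thinned to equal depth and with clustering without genes that changed. In cluster 20 unc5d, a netrin receptor of neurons named in Table 2, was at 58.5 times. Genes of muscle satellite cells were also high in cluster 20, among them fgfr4, a fibroblast growth factor receptor, at 147 [88.1 to 242] times and pax7, the transcription factor of satellite cells, at 67.9 [39.2 to 113] times. At least 2-fold higher there were 5 of the 11 satellite cell markers detected and 8 of the 23 neuron markers. The Day 14 value was 171% among nuclei with at least 500 genes and 61.5% without integration.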

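Endothelial cluster 7 stood at 78.2% [66.4 to 91.8] of its Day 0 share at Day 1 and at 107% [94.2 to 122] at Day 14. Of the 2 clusters that Table 2 calls undetermined and likely vascular, cluster 12 went from 43 nuclei at Day 0 to 210 at Day 1 and 169 at Day 14, or 772% [554 to 1098] and 406% [289 to 581] of its Day 0 share, and cluster 21 stood at 53.7% [29.6 to 93.1] and 99.3% [66.3 to 149]. In cluster 12 the key gene pde4b, a phosphodiesterase, was at 16.2 times its CPM in all other nuclei, and genes known from thrombocytes were high, such as plek, a platelet signalling protein, at 23.0 [18.8 to 28.0] times, f13a1 at 18.3 times and selp, the adhesion receptor P-selectin, at 18.2 times. In it 9 of the 13 thrombocyte markers detected were at least 2-fold higher, but its leading genes CPB1, HGF, MYH11 and ANGPT2 are not among those markers. Cluster 21 had ank2, a key gene of Table 2, at 16.4 times, and sox10 and ngfr, a transcription factor and a receptor of Schwann cells, at 29.1 [16.2 to 49.2] and 14.8 [11.7 to 18.6] times, with 8 of the 14 Schwann or glial markers at least 2-fold higher. The collagen COL14A1 was 40.5-fold [7.02 to 1625] lower in cluster 21 at Day 14 than at Day 0, and TMM scaling moves log2 ratios there by -0.22.
Within endothelial cluster 7 the list of angiogenesis and endothelial activation had a median log2 ratio of 0.11 over 26 genes at Day 1 and -0.03 over 25 at Day 14, at percentiles 72.2 and 61.8 of the random lists. At Day 1 the leukocyte-binding selectin genes Selp (g23881) and SELE were 8.09 [5.37 to 12.6] and 7.55 [3.53 to 18.5] times Day 0, ADAMTS1, a protease that can limit angiogenesis, rose 69.4-fold [11.9 to 2791], and hey1, a target of Notch signals, was at 0.169 [0.0972 to 0.277] times. The growth factor gene vegfaa was 15.8 [6.43 to 50.2] times Day 0 at Day 14, when ADAMTSL1 was 58.6-fold [10.1 to 2350.3] above Day 1 and Gvin1, an interferon-inducible GTPase, 17.8-fold [9.16 to 39.4] below Day 0. Over all nuclei f13a1 was 6.26 and selp 7.91 times Day 0 at Day 1, but neither value measures cluster 12 alone. Cluster 1 went from 8 to 1031 UMIs of F13a1 (g32594), which rose 2.61-fold in all nuclei outside cluster 1, and Selp rose within cluster 7. At Day 1, cluster 7 stood at 149% and cluster 21 at 133% of the Day 0 share among nuclei with at least 500 genes. Without integration cluster 21 was at 61.5% at Day 14, and with nuclei thinned to equal UMIs, where it took in nuclei of cluster 20, at 118%. With libraries thinned to an equal median of UMIs per barcode, chosen after the data were seen, it was at 153%.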

Most endothelial cells remained unchanged, though two unknown vascular-associated cell types increased significantly, suggesting a possible expansion of specialized vasculature components during wound healing.

Our snRNA-seq results reveal that immune cell recruitment to wounded shark skin occurs rapidly, with a marked increase in B-cells, T-cells, and unidentified leukocyte types by Day 1 post-injury. This is notably faster than in other vertebrates. For instance, in Atlantic salmon, transcriptional signatures of B- and T-cell activation typically peak around 14 days post-wounding^5^. In mammals, regulatory T-cells accumulate within 3 days, peaking at 7 days, and B-cell involvement follows a similarly delayed timeline^41,42^. In contrast, the shark data suggest a much earlier and transient immune activation, with most immune cell populations returning to near baseline by Day 14. This pattern may reflect a fast-responding immune architecture suited to the demands of a marine environment where exposure to pathogens is constant.

The observed early B-cell accumulation raises the possibility of early humoral involvement in wound defense. 

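The annotation names a few immunoglobulin genes. Jchain, the joining chain of secreted multimeric immunoglobulins, had 62 of its 90 UMIs in B-cell cluster 18, at 278 [175 to 451] times the CPM of all other nuclei. The light chain genes IGLV11-55 and IGLC6 had 29 of 49 and 6 of 9 UMIs there. Other light chain genes, IGLV5-48, IGLV5-45 and IGLV5-37, had 14, 9 and 2 UMIs, none of them in cluster 18. Ighm, named after the heavy chain of IgM, had 1 UMI in cluster 18 and 119 of its 168 UMIs in leukocyte cluster 8, and Ighg2b, named after a mouse heavy chain, had none in cluster 18 and 27 of 38 in cluster 8. IGLL1 had 99 UMIs, none of them in clusters 8 or 18. These symbols come from matches to genes of other species, no feature carries a name of IgW or IgNAR, and the features without a symbol were not searched by sequence.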

Although we cannot determine the immunoglobulin isotypes expressed in this dataset, sharks are known to produce several, including IgM, IgW, and IgNAR^32,33^. Indeed, we previously showed the presence of IgW and other isotypes sin spiny dogfish skin mucus^34^. Future studies that include immunoglobulin transcript or protein-level analysis will be required to determine the specific functions of B-cells in shark wound healing.

Macrophages were not identified in our dataset, which is unexpected given their established roles in mammalian and teleost wound repair^6,43^. Their absence could be due to species-specific marker differences not captured in our analysis or the presence of functionally analogous but transcriptionally distinct cell types in sharks, such as granulocytes or other myeloid cells. Alternatively, macrophages may be present at lower levels or at a different time point not captured in our sampling window.

The recovery of neural cell populations by Day 14 suggests that peripheral nerve regeneration may occur concurrently with reepithelialization in spiny dogfish. Although not directly tested, this aligns with prior studies in vertebrates showing that cutaneous nerve fibers often regenerate alongside epithelial and vascular tissues. The restoration of sensory function and trophic signaling through nerves may contribute to the coordination of wound resolution.

Interestingly, while many structural and immune components returned to baseline by Day 14, mucosal cells remained reduced, suggesting that full restoration of glandular or secretory skin features lags barrier reformation. This could reflect a functional prioritization of physical closure and immune readiness over mucus production in the early stages of healing.

## Conclusions

Experimental studies in sharks remain technically and logistically challenging. Here, we provide the first characterization of the cellular composition and morphology of spiny dogfish (*Squalus acanthias*) skin, and how it changes during wound healing. To our best knowledge it is the first time that extensive histology and snRNA-seq has been used to study shark wound healing. We show that reepithelialization occurs within 24 h, a speed comparable to warm-water species like zebrafish, and considerably faster than that reported for other cold-water teleosts such as salmonids. While scar maturation is likely to extend beyond the 35-day observation window of this study, our data indicates a structured and rapid early response.

Compared to bony fish, spiny dogfish skin contains fewer mucin-producing cells, but may have a higher baseline abundance of T-cells and B-cells. These lymphocyte populations expand markedly by Day 1 post-injury, alongside a strong infiltration of other leukocytes, suggesting a rapid and robust immune activation. Together, these findings highlight distinctive features of elasmobranch skin—including cold-tolerant reepithelialization and early adaptive immune engagement—that may offer valuable insights for comparative immunology and regenerative biology.

## Limitations

This study has several limitations. First, wounds were sampled at fixed time points, which may have missed finer dynamics of the healing process. For example, reepithelialization may have occurred faster than 24 h, but no intermediate sampling was performed between Day 0 and Day 1. Similarly, the interval between Day 1 and Day 14 may have overlooked important transitional events; this gap was based on the observation that macroscopic healing appeared slow. Second, the use of wild-caught animals housed in an artificial environment may have introduced stress-related physiological effects that influenced healing outcomes. Third, currently, approximately half of spiny dogfish genes are functionally annotated. As more species of elasmobranchii are sequenced, more novel gene networks and their corresponding cellular outputs will be identified, leading to further stratification of the cell types annotated here. Finally, the single-nucleus RNA sequencing (snRNA-seq) method used here does not capture the full transcriptomic landscape, particularly for cytoplasmic mRNAs or low-abundance transcripts, and may therefore underestimate the expression of certain genes or cell types.

## Data Availability

The datasets generated and/or analysed during the current study are available in the GEO repository (accession number GSE313154).

## Abbreviations

snRNA-seq: Single-nucleus RNA sequencing
H&E: Hematoxylin and eosin
MT: Masson's trichrome
PAS: Periodic acid–Schiff
BM: Basement membrane
MSC: Mucous-secreting cell
UMAP: Uniform Manifold Approximation and Projection
IgNAR: Immunoglobulin new antigen receptor
ECM: Extracellular matrix
dpi: Days post-injury
APC: Antigen-presenting cell
Treg: Regulatory T-cell
UV: Ultraviolet
scRNA-seq: Single-cell RNA sequencing

How the deposited data were processed for this re-analysis (not part of the article)

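The snRNA-seq data comprise 4 libraries of nuclei from skin of Atlantic spiny dogfish, each from 1 pool: 8 biopsies of intact skin at Day 0 and 4 biopsies of healing wounds at each of Days 1, 14 and 35. The authors prepared the libraries with a 5′ kit, aligned the reads to the dogfish assembly with Cell Ranger and STAR, and pooled the biopsies of a time point before loading. The deposited counts are raw UMIs per gene and nucleus in the filtered matrices, made by the authors with Cell Ranger, for which the submitters' processing notes give version 7.1.0, and they precede the background removal, filters and normalization that the paper describes. Whether intronic reads were counted and which gene annotation was used are not given in the sources used here. The time points were taken from the paper, because the number of barcodes in each matrix equals the number that Table 1 gives before quality control. The names of the matrices go with the paper, while the sample labels exchange Day 1 and Day 14, and an alternative follows the labels.

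The matrices list 27946 features, of which 18256 have a gene symbol, and 2769 symbols belong to several features. Fixed lists were matched by symbol without regard to case, copies of a symbol were summed for marker genes and kept apart for folds, and no genome sequence was used. Background removal was not repeated because it needs droplets outside the filtered matrices. Nuclei with at least 200 genes and genes in at least 3 nuclei were kept. Scrublet scores were computed per library with scanpy 1.11.5. Its automatic threshold marked less than 0.5% of the nuclei in every library that was clustered, so the nuclei with the highest scores were removed instead, at 0.8% per 1000 nuclei of the library. Counts were scaled to 10000 per nucleus and put on a log scale, and 2000 variable genes and 50 principal components were integrated over the 3 libraries of Days 0, 1 and 14 by a Harmony procedure written for this work. A graph of 15 neighbours was clustered with Leiden at resolution 0.6 (leidenalg 0.10.2, igraph 0.11.9). Clusters were matched to Table 2 by the level of its key genes. The nuclei of Day 35 were placed on these clusters by the votes of 15 nearest neighbours. The other tools were anndata 0.12.19, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 in Python 3.11.15.

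The measures, gene lists, rule for named genes and most alternatives were fixed before the data were examined, and the tables of the paper had been seen by then. Shares of nuclei have Clopper-Pearson intervals, CPM values exact Poisson intervals, and ratios of 2 shares or 2 CPM values exact intervals for the ratio of 2 counts. Folds within a cluster were computed where both libraries had at least 50 nuclei in it. A cluster's marker ratio compares its CPM with that of all other nuclei over the 3 libraries. The list that leads a cluster is the one with the highest mean log2 ratio, with the lists of general leukocytes and cycling cells left aside. In all, 27 marker lists and 21 gene lists were used, and the text prints those that bear on a sentence of the paper. A list's median log2 ratio, with a pseudocount of 1 UMI, covers members with at least 20 UMIs over the 2 libraries, and its percentile comes from 10000 random lists of the same size drawn from 20 bins of mean expression. Each copy of a symbol is a member of its own, so the numbers of genes given with a median are numbers of features, and copies may share reads. The percentile describes these libraries and is not a test between days. TMM factors came from edgeR 4.0.16 in R 4.3.3.

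The named genes are the key genes of Table 2, members of the lists, and, in each direction of each comparison, the 12 genes with the largest ratio among named features with at least 50 UMIs and an interval wholly beyond 2-fold, taken over all clusters. Examples from the lists, the leading genes of clusters 4, 10, 12 and 21 and the immunoglobulin genes were chosen after their values were seen. Some of these genes are not reported here. On simulated whole libraries with the UMI totals of these data, 95.3% of the intervals held the simulated ratio at Day 1 and 95.6% at Day 14. The counts were drawn with counting error only, as the intervals assume, so this checks the calculation alone. All simulated folds of 4 or more passed the rule for named genes, and of the 2-fold changes 6% and 8% did, so smaller changes are mostly not named. Clusters hold fewer UMIs than whole libraries, so these rates do not carry over to folds within a cluster, where larger changes can be missed too. The alternatives set beforehand varied the days, the gene filter, the number of nuclei, doublet removal, integration, resolution, depth, variable genes, scaling, pseudocount and count minimum, and 5 more were added later. With 1 library per time point, variation between animals was not measured. The sequencing reads, the histology and the zebrafish data were not analysed here.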

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

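Each result here is a signal in data or genes that the paper does not report on, and the test of a change shared by all clusters was chosen after the result was seen.

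In the Day 35 library, which the paper left out, the gene Tbkbp1 held 34.7% of all UMIs, against 0.264% at Day 0, 0.482% at Day 1 and 1.01% at Day 14. In cluster 8, csf1r stood at 33.3 times its CPM in all other nuclei. In epithelial cluster 0, DUOX2 was 155-fold [42.3 to 1286] higher at Day 1 than at Day 0.

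In fibroblast cluster 3, the cell cycle list had a median log2 ratio of 1.39 at Day 14 against Day 0. A change shared by all clusters of the Day 14 library would have raised the list elsewhere too, but among the 10 other clusters with a value the highest median was 0.51, in mucosal cluster 4. Among nuclei with at least 500 genes the median for the cell cycle list in cluster 3 was 0.66, so its size depends on the nuclei kept, and dividing fibroblasts at this time point after wounding, a change in which fibroblasts were captured and the choice of wounds pooled, from the 4 sharks that the paper names for all time points, may each account for it. None of these was tested against the others.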

How the results depend on the processing

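The 5 alternatives added after the data were seen are a filter at 100 genes, libraries thinned to equal depth before the filter, clustering without genes that changed within clusters, and 2 other ways of removing doublets. No paired analysis was possible because each time point is 1 library. Of 274 percents of Day 0 under the alternatives set beforehand, other than the days, 261 stayed on the same side of 100%, and the exceptions stand below, apart from the neural clusters at Day 14 with 4000 variable genes (96.1%) and cluster 21 at Day 14 with nuclei thinned to equal UMIs (118%). Of the Day 0 shares, 12 stayed within their counting interval and 3 did not with doublets kept, 13 did and 2 did not without integration, and 5 did and 8 did not with at least 500 genes. With nuclei thinned to equal UMIs 4 did and 6 did not, and with libraries thinned to equal depth 2 did and 10 did not. With doublets kept, with 4000 variable genes and at a Leiden resolution of 1.0, 35 percents of Day 0 stayed within it, and the exception in each was cluster 16 at Day 14, at 20.0%, 22.4% and 23.6%, where it took in 46, 53 and 78 nuclei of epithelial cluster 0. With doublets by the automatic threshold it was 11.8%. All 48 marker CPM ratios stayed within theirs with haemoglobin or the 20 genes with most UMIs left out of the total, and 42 did over all barcodes. All 56 gene folds with an interval and all 27 list medians did with TMM scaling and with doublets kept, and of the gene folds 44 did and 2 did not among nuclei with at least 500 genes. The gene minimum of 50 UMIs removes none of the named genes and so tests nothing for them. Folds that start from 1 to 3 UMIs have wide intervals, such as GDA in cluster 8, at 44.3-fold with at least 500 genes, and MUC16 in cluster 4, at 118-fold. The marker list that leads a cluster, general leukocyte and cycling cell lists left aside, was the same in 17 of 20 clusters with at least 500 genes, 22 of 23 without integration, 15 of 16 with nuclei thinned to equal UMIs and 17 of 19 with libraries thinned to equal depth. No counterpart was found for clusters 11, 12, 14 and 17 with at least 500 genes, 11, 12, 14, 16, 17, 18, 20 and 22 with nuclei thinned to equal UMIs, 11, 14, 16, 17 and 20 with libraries thinned to equal depth, 13, 14, 16 and 21 without genes that changed within clusters, 11 and 14 at a Leiden resolution of 0.4, 14 without integration, and 16 with a filter at 100 genes and with the number of nuclei of Table 1 and the lowest doublet scores. These give no value there, and a group is then the sum of its other clusters. Nuclei of a cluster without a counterpart were taken in by others, so the values of cluster 8 with at least 500 genes, at a Leiden resolution of 0.4 and with either thinning include most nuclei of cluster 11, those of cluster 9 with at least 500 genes and with nuclei thinned to equal UMIs most of cluster 12, and those of cluster 3 in these settings and without integration most of cluster 14. With clustering without genes that changed, the value of cluster 3 includes 321 of 355 nuclei of cluster 13, and that of cluster 9 includes 148 of cluster 0. The Day 14 library is the shallowest, so that fewer of its barcodes pass a gene filter, and clusters of few nuclei are limited by counting. For the values below the cause was not tested, except for these joined clusters and for the fewer nuclei that enter where a stricter filter or thinning is applied.

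With at least 500 genes, 3687, 2781, 1380 and 23 nuclei were kept at Days 0, 1, 14 and 35. Day 1 gave 303% for the leukocyte clusters together, 263% for cluster 5, 672% for cluster 18, 318% for cluster 8, 102% for cluster 10, 719% for cluster 9, 50.7% for the muscle clusters, 149% for cluster 7, 133% for cluster 21, 84.6% for cluster 1, 184% for cluster 3, 153% for cluster 13 and 50.2% for cluster 16. Day 14 gave 135% for the leukocyte clusters together, 76.3% for cluster 18, 214% for cluster 8, 136% for cluster 9, 53.1% for cluster 4, 27.0% for the muscle clusters, 171% for the neural clusters, 141% for cluster 7, 583% for cluster 3 and 16.8% for cluster 16. The cell cycle list in cluster 3 had a median log2 ratio of 0.66 at Day 14.

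With nuclei thinned to 250 UMIs each, which left out 809 nuclei of Day 14, leukocyte and other shares moved. Day 14 gave 138% for the leukocyte clusters together, 82.3% for cluster 5, 249.9% for cluster 8, 118% for cluster 9, 39.3% for the muscle clusters and 211% for cluster 3. Day 1 gave 403% for cluster 8. With libraries thinned to equal depth before the filter, more moved. Here the UMIs of Day 0 and Day 1 were thinned to shares of 0.438 and 0.366, which matched the median UMIs per barcode of Day 14 and not the total UMIs. Day 14 gave 194% for the leukocyte clusters together, 124% for cluster 5, 237% for cluster 18, 82.3% for cluster 10, 134% for cluster 9, 81.0% for the epithelial clusters, 30.9% for the muscle clusters, 127% for cluster 7, 153% for cluster 21, 96.4% for cluster 1, 308% for cluster 3 and 203% for cluster 13. Day 1 gave 211% for cluster 5, 644% for cluster 18, 343% for cluster 8, 97.8% for cluster 10, 64.0% for the epithelial clusters, 48.3% for the muscle clusters, 106% for cluster 7, 135% for cluster 21, 83.2% for cluster 1, 119.7% for cluster 3 and 142% for cluster 13.

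Without integration, immune, epithelial and other shares moved. Day 14 gave 78.8% for cluster 5, 76.2% for cluster 18, 14.4% for cluster 9, 129% for the epithelial clusters, 39.7% for cluster 4, 61.5% for the neural clusters, 61.5% for cluster 21 and 0.693% for cluster 16. Day 1 gave 9482% for cluster 11, 44.1% for the epithelial clusters, 97.9% for cluster 1 and 2.12% for cluster 16. With a filter at 100 genes fewer moved. Day 14 gave 174% for the leukocyte clusters together, 108% for cluster 5, 104% for cluster 9, 74.6% for cluster 4 and 96.5% for cluster 1. With clustering without genes that changed within clusters, clusters 9, 4 and 3 moved. Day 1 gave 496% for cluster 9. Day 14 gave 103% for cluster 9, 72.9% for cluster 4 and 188% for cluster 3. With a Leiden resolution of 0.4, clusters 8 and 3 moved. Day 1 gave 448% for cluster 8. Day 14 gave 211% for cluster 3. With the number of nuclei of Table 1 and the highest UMIs, cluster 8 moved. Day 14 gave 280.4% for cluster 8.

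With the days as in the sample labels, the values of Day 1 and Day 14 change places, by the construction of this alternative. Day 1 gave 157% for the leukocyte clusters together, 95.1% for cluster 5, 139% for cluster 18, 335% for cluster 8, 229% for cluster 11, 69.2% for cluster 9, 91.9% for the epithelial clusters, 35.5% for the muscle clusters, 103% for the neural clusters, 107% for cluster 7, 406% for cluster 12, 99.3% for cluster 21, 117% for cluster 1, 237% for cluster 3, 146% for cluster 13 and 3.73% for cluster 16. Day 14 gave 251% for the leukocyte clusters together, 165% for cluster 5, 379% for cluster 18, 228% for cluster 8, 1399% for cluster 11, 616% for cluster 9, 58.0% for the epithelial clusters, 41.8% for the muscle clusters, 46.3% for the neural clusters, 78.2% for cluster 7, 772% for cluster 12, 53.7% for cluster 21, 72.3% for cluster 1, 86.2% for cluster 3, 98.6% for cluster 13 and 11.4% for cluster 16. Over all nuclei the CPM ratios to Day 0 at Day 1 and Day 14 became hbb 0.154 and 6.59, krt18 1.19 and 0.551, col1a1 6.19 and 0.357 and col1a2 4.45 and 0.433. The ratio of Day 14 to Day 1 became 0.0102 for Col6a6 in cluster 13, 0.0117 for TGFBI in cluster 1, 0.0123 for FN1 in cluster 1, 0.0144 for COL1A1 in cluster 10, fold of Day 14 over Day 1, 0.0161 for ppp1r7 in cluster 1, 0.0171 for ADAMTSL1 in cluster 7, 0.0204 for EPHA7 in cluster 1, 0.0225 for krt18 in cluster 9, fold of Day 14 over Day 1, 0.0246 for mdk-a in cluster 1, fold of Day 14 over Day 1, 0.0269 for CIT in cluster 3, 0.0281 for Col1a2 in cluster 8 and 0.0282 for Sned1 in cluster 1. The ratio of Day 1 to Day 14 became 0.0213 for IL1B in cluster 0, 0.0214 for GDA in cluster 8, 0.0261 for BACH2 in cluster 18 and 0.0314 for DDAH1 in cluster 8. The epidermal wound response and migration list in cluster 1 came to 0.39 at Day 1 and 1.33 at Day 14. Over all nuclei the inflammatory cytokines and NF-kB list came to 0.23 at Day 1 and 0.66 at Day 14. The basement membrane list in cluster 1 came to 1.01 at Day 1 and -0.33 at Day 14. The cell cycle list in cluster 1 came to -0.47 at Day 1. The cell cycle list in cluster 3 came to -0.71 at Day 14. The interstitial collagens and matrix assembly list in cluster 3 came to 0.74 at Day 1 and -0.30 at Day 14. The interstitial collagens and matrix assembly list in cluster 5 came to -0.70 at Day 14. The interferon response list in cluster 5 came to -0.26 at Day 1. Over all nuclei the mitochondrial and ribosomal (library quality) list came to -1.45 at Day 1.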

Differences from the paper's values

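For 1 of the 48 shares that Table 3 gives as a percent of Day 0, the value here and the paper's differ by more than counting error and more than 1.5 times. For tnnt3-positive muscle cluster 16 at Day 14 the paper's value is 19%, and here it is 3.73% [1.35 to 8.29], from 6 nuclei. Of the alternatives set before the data were examined, 3 also differ from the paper's value: the number of nuclei of Table 1 with the highest UMIs (7.73%), no integration (0.693%) and a Leiden resolution of 0.4 (3.75%). The others with a value come within 1.5 times or within counting error of it: days as in the sample labels (11.4%), at least 500 genes (16.8%), doublets kept (20.0%), a Leiden resolution of 1.0 (23.6%) and 4000 variable genes (22.4%). In 4 of these 5 the counterpart of cluster 16 took in other nuclei, from epithelial cluster 0 with doublets kept (46 of 243), at a Leiden resolution of 1.0 (78 of 272) and with 4000 variable genes (53 of 277), and from muscle cluster 2 with at least 500 genes (59 of 160). Cluster 16 had no counterpart with nuclei thinned to equal UMIs. Of the 48 values, 46 lie within 1.5 times the paper's, but for only 40 does the counting interval hold the paper's value. Cluster 9 is among the exceptions, at 616% [534 to 714] at Day 1 and 69.2% [56.3 to 85.0] at Day 14, both above Table 3. So is cluster 11 at Day 1, at 1399% [1011 to 1983], below Table 3.

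The paper states that macrophages were absent from its data. Here csf1r, slc11a1 and spi1 stood at 33.3, 34.9 and 17.0 times the other nuclei in cluster 8, which Table 2 leaves without a type, while c1qb and marco were higher in cluster 3. With the general leukocyte list (mean log2 ratio 1.97) left aside, the macrophage list (1.57) led cluster 8. Another list led its counterpart with at least 500 genes, at a Leiden resolution of 0.4, with nuclei thinned to equal UMIs and, chosen after the values were seen, with libraries thinned to equal depth, and each of these counterparts took in most nuclei of cluster 11. The paper states that both vascular-associated types of unknown kind rose. Here cluster 12 rose to 772% of its Day 0 share at Day 1, as the paper states, and cluster 21 stood at 53.7% at Day 1 and 99.3% at Day 14, where the paper's own Table 3 gives 54% and 72%. Cluster 21 stood above Day 0 at Day 1 with at least 500 genes (133%), at Day 14 with nuclei thinned to equal UMIs (118%), where it took in 103 of 143 nuclei of cluster 20, and on both days with libraries thinned to equal depth (135% and 153%), a setting chosen after the values were seen. The paper states that most immune populations that spiked at Day 1 were near their baseline at Day 14. Here the interval holds the Day 0 share for T cells of cluster 5 and B cells of cluster 18. Clusters 8 and 11 stood at 335% and 229%, where the paper's own Table 3 gives 328% and 239%. Cluster 10, which had not risen at Day 1, stood at 63.4% at Day 14, where Table 3 gives 57%. The paper describes dermal fibroblasts as stable, and cluster 13 stood at 98.6% at Day 1 and at 146% [114 to 186] at Day 14, where Table 3 of the paper gives 108% and 133%. The Day 14 interval holds the Day 0 share with at least 500 genes (142% [73.9 to 263]), without integration (118% [92.2 to 150]) and with nuclei thinned to equal UMIs (125% [94.5 to 165]). The paper describes an increase of collagen-producing cells and fibroblasts that varied. Here cluster 1 was at 72.3% at Day 1 and 117% at Day 14, near the paper's 75% and 113% in Table 3, and cluster 3 rose to 237% at Day 14.

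The paper ranks epithelial cells first and collagen-producing cells next in intact skin, and places 3 cell types above mucosal cells. Here the epithelial clusters together were the largest group with 23.9%, muscle cluster 2 had 1352 nuclei against 1318 in cluster 0, and mucosal cluster 4 had 909 against 887 in cluster 1. The intervals of both pairs of shares overlap, so neither order can be read from these counts. With at least 500 genes both pairs stood in the paper's order, with 755 nuclei in cluster 0 against 650 in cluster 2 and 442 in cluster 1 against 423 in cluster 4, although cluster 0 there took in 240 of the 1141 nuclei of cluster 1. Cluster 0 was also above cluster 2 with nuclei thinned to equal UMIs (1601 against 1542), where it took in 299 of 2219 nuclei of cluster 1, and, among settings chosen after the values were seen, with clustering without genes that changed (1597 against 1495), where it took in 634 of 2296, and cluster 1 above cluster 4 with libraries thinned to equal depth (621 against 599). Table 2 names cluster 1 collagen-producing cells, and the paper's text puts fibroblasts forward for it, while here its mean log2 ratio was 2.12 for basal epithelial markers and -0.97 for fibroblast markers. The paper names cluster 20 neural, and here it had a mean log2 ratio of 1.25 for satellite cell markers and 0.22 for neuron markers, with unc5d, which the paper names for it, at 58.5 times the other nuclei. With clustering without genes that changed, a setting chosen after the values were seen, Schwann or glial markers led its counterpart, which took in 110 of 122 nuclei of cluster 21. The paper puts mast cells forward for cluster 10, and kit stood at 87.9 times there, with Trpm5 at 1677 CPM against 9.96 in all other nuclei.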

Other observations

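All tests in this part were chosen after the results they bear on were seen.

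Some leading genes of mucosal cluster 4 are known from other cell types, and these examples were chosen after their values were seen. Mpo, which makes hypochlorous acid in neutrophils, was at 818 CPM against 12.0 in all other nuclei, and the related peroxidase epx at 25.9 [21.0 to 32.0] times, while the granulocyte list that holds both had a mean log2 ratio of -0.22 there. The pentraxin gene crp was at 4166 against 50.1 CPM, Acod1, which makes itaconate, at 1755 against 27.0, and a DUOX2 copy (g20111) at 483 against 18.0. Epithelial cluster 0 carried cell cycle genes, with kif4a at 3.26 [2.81 to 3.78] and mki67 at 2.78 [2.62 to 2.94] times the other nuclei, and 12 of the 25 markers of cycling cells detected were at least 2-fold higher. In cluster 21 the leading genes Scn4a, a sodium channel, and Gldn, a protein of Schwann cells at the node of Ranvier, were at 3462 against 12.7 and 448 against 1.97 CPM.

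Of the 424 Day 35 nuclei placed on the clusters of the other libraries, 90 fell in epithelial cluster 6 (21.2% [17.4 to 25.4]), 85 in muscle cluster 2 (20.0% [16.3 to 24.2]), 66 in epithelial cluster 0 (15.6% [12.2 to 19.4]) and 61 in fibroblast cluster 3 (14.4% [11.2 to 18.1]). Mucosal cluster 4 had 27 (6.37%), cluster 20 had 16 (3.77%), cluster 1 had 13 (3.07%), and no other cluster had more than 11. These are the few nuclei of that library with at least 200 genes.

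The share of erythrocyte cluster 9 fell below Day 0 at Day 14 and that of cluster 8 stood above it. The 200-gene filter acting on a shallower Day 14 library may have produced either. With Day 0 and Day 1 thinned before the filter to the Day 14 median UMIs per barcode, cluster 9 came to 134% of its Day 0 share, as that explanation needs, and the counterpart of cluster 8 to 334%. That median covers all barcodes, and 6762 of the 15466 at Day 14 had fewer than 200 genes. Kept nuclei had medians of 595.5, 715 and 379 UMIs at Days 0, 1 and 14. The thinning may therefore have gone beyond the difference in depth between nuclei, so it cannot show that the filter produced the fall of cluster 9. The counterpart of cluster 8 took in 189 of 223 nuclei of cluster 11, so the nuclei kept at equal depth were also counted in the clusters they had at full depth. Cluster 9 was then at 147% [109 to 200.3] and cluster 8 at 333% [269.5 to 414], which argues against the filter as the cause for cluster 8. Haemoglobin CPM over all barcodes, with no filter on genes, was 18.7% [17.9 to 19.5] of Day 0 at Day 14, so the filter does not account for the fall in haemoglobin UMIs. Within cluster 9 haemoglobin was at 80685 CPM at Day 0 and 10399 at Day 14, so the nuclei placed in it differed between these days. Blood in the biopsies stays open as well. Under the days of the labels the library with least haemoglobin and most type I collagen of the 3 compared would be Day 1, and the barcode numbers of Table 1 and the names of the matrices go against the labels.

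Type I collagen genes were higher at Day 14 in 12 clusters that are not mesenchymal. Free RNA with the chain ratio of the nuclei of cluster 3 was tested first, and only 4 of the 12 clusters lay within 1.5 times its ratio of Col1a2 to COL1A1, which argues against that source. A second test, set after this outcome, took the barcodes with fewer than 200 genes, and in 10 of the 12 clusters COL1A1 UMIs per nucleus lay within 1.5 times those of such a barcode. Free RNA of the Day 14 library is thus a candidate explanation for these rises. Nuclei of fibroblasts in the same droplets would bring the chain ratio of fibroblast clusters 3, 13 and 14, and in 11 of the 12 clusters the interval of the ratio ended below all 3 of theirs, which argues against them as the only source. Expression of collagen by these cells stays open.

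Cluster 8 may hold macrophages or monocytes. Free RNA shared by every cluster would give csf1r, spi1 and slc11a1 similar levels everywhere, and the lowest of the 3 ratios to all other nuclei was 17.0. These 3 lead the macrophage list in cluster 8 and were picked after their ratios were seen, so the outcome was fixed in advance. The markers c1qb and marco, higher in cluster 3, were not in the test, and it cannot decide for the list. Dendritic cell and granulocyte markers in the same cluster, and Ighm with 119 of its 168 UMIs there, leave a mixture of leukocytes open.

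Cluster 1 may be basal epithelium and not fibroblasts, as its mean log2 ratio was higher by 3.10 for basal epithelial than for fibroblast markers. Cluster 20 may be muscle satellite cells, as its mean log2 ratio was higher by 1.03 for satellite cell than for neuron markers, although its neuron markers include unc5d of Table 2. Both tests used marker lists of other vertebrates, matched by symbol, and cell types were not checked in tissue.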
